# Pseudogene Lamr1-ps1 Aggravates Early Spatial Learning Memory Deficits in Alzheimer’s Disease Model Mice

**DOI:** 10.1007/s12264-024-01336-6

**Published:** 2025-01-02

**Authors:** Zhuoze Wu, Xiaojie Liu, Yuntai Wang, Zimeng Zeng, Wei Chen, Hao Li

**Keywords:** Alzheimer’s disease, Lamr1-ps1, Pseudogene, LncRNA, Learning and memory, MiR-29c-3p

## Abstract

Alzheimer’s disease (AD), a neurodegenerative disorder with complex etiologies, manifests through a cascade of pathological changes before clinical symptoms become apparent. Among these early changes, alterations in the expression of non-coding RNAs (ncRNAs) have emerged as pivotal events. In this study, we focused on the aberrant expression of ncRNAs and revealed that Lamr1-ps1, a pseudogene of the laminin receptor, significantly exacerbates early spatial learning and memory deficits in APP/PS1 mice. Through a combination of bioinformatics prediction and experimental validation, we identified the miR-29c/Bace1 pathway as a potential regulatory mechanism by which Lamr1-ps1 influences AD pathology. Importantly, augmenting the miR-29c-3p levels in mice ameliorated memory deficits, underscoring the therapeutic potential of targeting miR-29c-3p in early AD intervention. This study not only provides new insights into the role of pseudogenes in AD but also consolidates a foundational basis for considering miR-29c as a viable therapeutic target, offering a novel avenue for AD research and treatment strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12264-024-01336-6.

## Introduction

Alzheimer’s disease (AD) is a well-known neurodegenerative disease with an insidious onset and a long-term incubation process and characterized by the deposit of extracellular amyloid-β (Aβ) in senile plaques and neurofibrillary tangles (NFTs) caused by tau protein hyperphosphorylation [1, 2]. The incidence of AD increases with age and is aggravated due to the current trend of an aging population [3]. Significant memory loss and cognitive dysfunction occur in the clinical stage of AD, but before that, Aβ deposition and NFTs might have occurred already. Meanwhile, neuroinflammation or impairment of synaptic function could have also been reported in the pre-onset stage of AD [4]. The pathogenesis of AD is multifaceted and complex. In recent years, a number of reports have focused on the mechanisms of action of early neuropathology, such as neuroinflammation. However, there is still a need to deepen the clinical aspects of treatment [5]. Consequently, the exploration of the mechanisms of disease pathology in the progress during AD, especially in the early stage, can help with its diagnosis and treatment.

As a common epigenetic regulatory mechanism, the alteration of noncoding RNAs (ncRNAs) could serve as early events of aberrant gene expression [6]. Long noncoding RNAs (lncRNAs) are defined as being longer than 200 nt. They cannot encode proteins directly due to the lack of open reading frames, but their abundant presence and widespread localization enable them to influence their target proteins in a multitude of biological processes at either the transcription or translation level [7]. In addition, the tissue-specific and conditional expression patterns suggest that lncRNAs provide a theoretical basis as potential biomarkers for clinical targets [8]. Evidence accumulated over decades has shown that lncRNAs ultimately affect the diverse pathophysiological contexts of AD, such as Aβ aggregation, neuronal apoptosis, and oxidative stress [9]. For instance, the lncRNA BACE1-AS, a non-coding antisense RNA of BACE1, can act as a competitive endogenous RNA (ceRNA) to stabilize BACE1, leading to additional Aβ aggregation [10], or to activate autophagy-related gene 5 (ATG5), which induces neuronal damage in AD through autophagy [11]. In terms of neuroapoptosis, some lncRNAs, such as SNHG1 and BDNF-AS are involved by acting as miRNA-adsorbing sponges [12, 13]. These studies reveal the underlying molecular mechanisms of lncRNAs in AD pathology, suggesting that they play important roles in various aspects. However, the occurrence of AD involves long-term dysregulation of the transcript expression profiles. There is a need for an in-depth investigation of the altered expression and molecular mechanisms of lncRNAs spanning the pre-morbid stage to late-onset AD.

In this study, we investigated the alterations of lncRNA expression in the hippocampus of 3-, 6-, and 12-month-old APP/PS1 mice compared to age-matched wild-type (WT) mice. These three age groups of this AD model were chosen to simulate the uninitiated, pre-morbid, and late stages of AD, as cognitive behavioral impairments in these mice have been reported to appear after 6 months and worsen with age [14]. Through the comparisons of differentially-expressed lncRNAs by the three age groups of APP/PS1 mice with their respective counterparts as noted in our previous work [15], lncRNA Lamr1-ps1, a pseudogene of the laminin receptor (Lamr1), was found to be up-regulated in APP/PS1 mice. Pseudogenes were initially regarded as “nonfunctional” genomic elements until the widespread availability of high-throughput sequencing analysis revealed much about pseudogenes [16]. Some pseudogenes have similar biological functions to lncRNAs and may be related to corresponding coding genes [17]. However, there are few reports on the role of pseudogenes in AD. The matched coding genes of Lamr1-ps1, Lamr1, is a multifaceted cellular receptor that plays an essential role in facilitating neurotoxicity in AD [18]. However, the potential molecular mechanism of Lamr-ps1 in AD has not been reported. In the present study, we demonstrate that Lamr1-ps1 promotes the expression of Bace1 as well as aggravating AD-like behaviors in APP/PS1 mice *via* miR-29c-3p. Our findings contribute to the theoretical basis for the potential mechanism of Lamr1-ps1 action in AD.

## Materials and Methods

### Animals

Male C57BL/6 and APP/PS1 mice (RRID: MMRRC_034832-JAX) were bred and reared according to the institutional guidelines for the Care and Use of Laboratory Animals and all animal experiments were approved by the Ethics Committee of North Sichuan Medical College. The mice were kept in groups of 3–5 per cage and housed in a room with a stable ambient temperature of 21 ± 1°C and humidity at 50% ± 5%. The light phase of the 12-h light-dark cycle was from 08:00. All behavioral experiments were conducted at the same time during the light phase.

### Microarray Analysis

The 3-, 6- and 12-month-old APP/PS1 and control mice were sacrificed, and their hippocampi were collected separately, cryoprotected, and stored at -80℃. Then microarray analysis of these tissues was applied using Agilent Mouse lncRNA Microarray V3, which was provided by OE Biotech (Shanghai, China). The procedures were as previously described [15]. Briefly, the total RNA of three replicate mouse hippocampi that were selected randomly from the 6 groups was required to first meet the requirements for quantitative and integrity testing. Subsequently, the processes of sample labeling, microarray hybridization, and cleaning were carried out in accordance with the standard protocol. Through the normalization process as well as the filtering of the quantile algorithm, raw data were presented as a matrix. Differentially-expressed lncRNAs (DElncRs) from any two groups of comparisons were subsequently identified based on the fold change (|Fold Change| >2) and *P* value (*P* value ≤0.05,* t*-test) The online platform (https://www.bioinformatics.com.cn) facilitated the visualization of these DElncRs as clustered heatmaps. In addition, the microarray data featured in this research have been archived in the GEO database under the accession number GSE242902.

### Reverse Transcription and Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA from the hippocampus was isolated using TRIzol (15596026, Invitrogen, USA) and then converted to cDNA using a cDNA Synthesis Kit (11141ES60, Yeasen, China), strictly following the manufacturer's guidelines. For reverse transcription, 1 μg of total RNA per sample was incubated with 5× gDNA digester Mix for 2 min at 42℃, then the reaction solution was incubated with 4× Mix to perform a rapid reverse transcription for 15 min at 55℃, and reactions were stopped at 85℃ for 5 min. The cDNA products were only suitable for the subsequent qPCR experiment and needed to be diluted properly. For the qPCR assay, the cDNA products were amplified using the qPCR Mix (11201ES03, Yeasen, China). The Supplementary Tables display all the primers (manufactured by Sangon Biotech, Shanghai, China), and each product amplified by these primers was detected as a single peak in the melting curve. In the experimental setup, reactions occurred in a 10 μL volume comprising 5 μL of 2 × qPCR Mix, 1 μL of a 10 nmol/L primer mixture, and 1 μL of cDNA template which was diluted 1:5 from the RT product. The PCR cycle was as follows: 95℃/3 min, 40 cycles of 95℃/10 s, and 60℃/30 s. qPCR assays were applied to several lncRNAs to validate the microarray analysis results, and the expression levels of mRNAs and lncRNAs were normalized to the internal GAPDH and determined using the 2^−ΔΔCT^ method.

### Morris Water Maze (MWM) Test

The MWM test was applied to examine the spatial learning and memory of mice using the device with WMT-100 software (Tai Meng, Chengdu, China). The water maze is a circular tank (120 cm diameter) filled with opaque water (21 ± 1°C) and a hidden platform (6 cm diameter) submerged 1 cm below the surface. The procedure was as previously described [19]. Briefly, the mice were allowed to acclimate to the testing room for 30 min before the start of training trials. The experiment consisted of two parts: spatial learning trials and probe tests. In the spatial learning trials, the mice were required to locate the unseen platform within 90 s three times per day for 6 straight days. Their escape latency to discover the hidden platform and swimming speed were noted during these sessions. Following a day of rest, the mice were individually subjected to probe tests where they were placed in the water, farthest from the original platform location, and left for 90 s in the absence of a platform. Subsequently, the time each mouse spent in each quadrant was analyzed.

### Novel Object Recognition

The Novel Object Recognition (NOR) test contains three stages: adaptation, training, and testing. Each mouse was placed in the open field box measuring 60 cm × 60 cm × 40 cm for free movement and exploration for 5 min in the first adaptation phase. After each mouse was tested, the odors in the chamber were removed. Then, the training phase was scheduled. Mice were exposed to two identical objects (A and B) which were placed at symmetrical locations in the box and recorded for 5 min. The recognition test was applied on the next day. In this session, one of the old objects (A) was replaced by a novel object (C), and each mouse was allowed to explore the box for 5 min. The time and counts that mice spent exploring the two objects were recorded, and the preference index of each mouse was calculated using the time spent with B and C by the formula C/(B+C) × 100%.

### Fluorescence *In situ* Hybridization (FISH)

After perfusion, the brain was fixed overnight in 4% paraformaldehyde in PBS at 4℃ and subsequently dehydrated in 30% sucrose in PBS (diethylpyrocarbonate-treated) and cut at 20 μm. The RNA probe for Lamr1-ps1 was obtained using a Digoxin (DIG) RNA Labeling Kit (11175025910, Merck, USA), following its instructions. Briefly, the plasmid containing the Lamr1-ps1 sequence and the primers (forward: 5’-AGCCCTCCATACCCTGCAAA-3’, reverse: 5’-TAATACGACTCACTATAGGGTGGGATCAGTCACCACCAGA-3’) used to generate the template PCR product were synthesized by Sangon Biotech (Shanghai, China). Then the DIG-labeled RNA probes were generated by incubation for 2 h with template DNA with the T7 promoter in accordance with the synthesis system of the kit. The purified RNA probes (0.5-2 μg/mL) were used in FISH assays and the experimental procedure was applied using the ISH assay kit (MK1034, Boster, China). It should be pointed out that RNA fragments in brain slices were exposed to 3% pepsin diluted in citric acid at 37°C for 10–120 s. The slices were pre-hybridized after rinsing with PBS and were incubated in pre-hybrid solution for 2–4 h at 37–40°C in the incubator. Then 0.5–2 μg/mL purified RNA probes (diluted in hybrid solution) were incubated with the brain slices overnight at 37–40°C. Then, after washing and sealing, biotinated DIG was added then incubated for 1 h at 37°C, and SABC-FITC was added in turn and incubated for 30 min at 37°C. For co-stained protein immunofluorescence in the same slices, the operations of blocking and primary antibody binding were applied after the incubation with RNA probes was completed.

### Immunohistochemistry

Immunohistochemistry was applied to brain sections following a previously described protocol [20]. Briefly, sections were incubated and blocked in 3% BSA diluted in 0.5% Triton-PBS at room temperature (20–22°C) for 1 h. The sections were incubated overnight at 4°C with one of the following primary antibodies: mouse monoclonal anti-NeuN (1:500, ab104224, Abcam), rabbit polyclonal anti-GFAP (1: 200, ab7260, Abcam), or mouse monoclonal anti-β-Amyloid (1: 200, 800708, Biolegend). For immunohistochemical staining in the next step, Biotin-labeled secondary antibodies (P0612, Beyotime, China) were selected to react with the primary antibodies. Then the slices were examined with a DAB kit (P0202, Beyotime, China). For immunofluorescence staining in the next step, the slices were rinsed with PBS and reacted with conjugate adsorbed Alexa Fluor 546 donkey anti-rabbit or donkey anti-mouse secondary antibodies (Thermo Fisher Scientific, USA). Images were captured under a scanning microscope (Olympus VS120, Japan) or a confocal laser-scanning microscope (Zeiss LSM800, Germany). We randomly selected the brains of three mice from each group for staining and analysis.

### Cell Culture and Treatment

The mouse brain neuroma cell line Neuro-2a (N2a) (CL-0168, Procell, China), and the mouse hippocampal neuronal line, HT22 cells (CL-0697, Procell, China) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum and 1% penicillin and streptomycin. The cells were maintained in an incubator under 5% CO_2_ at 37°C, and cultured in 6- or 12-well plates for transfection. The scrambled miRNA, miR-29c-3p mimic, and miR-129-1-3p mimic were purchased from Ribobio Corp. (Guangzhou, China), and the Lamr1-ps1 overexpression and knockdown plasmids were designed and generated by ViGene Biosciences (Shandong, China). Aβ_1-42_ oligomers (A9810, Sigma, USA) were treated with hexafluoroethane before addition to the culture medium at final concentrations of 0, 5, and 10 μmol/L, respectively. Three replicates in each treatment were collected 48 h later for follow-up testing.

### Enzyme-Linked Immunosorbent Assay (ELISA) and Western Blot (WB)

The Mouse Aβ_1-42_ ELISA Kit (E-EL-M3010, Elabscience, China) was used to assess the Aβ_1-42_ content in the hippocampus. Tissue samples were weighed and homogenized in PBS containing protease inhibitors [tissue weight (g): PBS (mL) volume = 1:9] on ice. The supernatant after centrifugation (5 min, 5000 g, 4°C) was used for the assay according to the manufacturer’s instructions. Three replicates for each sample were performed and immediately measured at 450 nm.

The total protein of cells or brain tissue with different treatments was extracted by radioimmunoprecipitation assay buffer (P0013, Beyotime Biotechnology, Shanghai, China) containing 100 mg/mL PMSF. After centrifugation at 12000 r/min for 5 min, the supernatant from cell or tissue homogenates was separated, and an appropriate volume of 5× loading buffer was added and boiled for 10 min for WB. The proteins in the samples underwent electrophoresis on a 10% SDS-PAGE gel and were subsequently transferred to nitrocellulose membranes. After blocking with 3% BSA in TBST for 30-60 min, proteins within the membranes were incubated overnight at 4ºC with the following primary antibodies: anti-APP (1: 2000, ab32136, Abcam), anti-Bace1 (1: 1000, BM5148, Boster), anti-Lamr1 (1:1000, 14533-1-AP, Proteintech), and anti-GAPDH (1:20000, 60004-1-Ig, Proteintech). The membranes were washed twice with TBST for 5 min and then incubated with the corresponding secondary antibody at room temperature for 1 h. After washing, the blots were assessed using an ECL kit (P0018, Beyotime, China). Some of the immunoblots in this study were scanned using an Infrared Imaging System (Odyssey, LI-COR).

### Brain Stereotaxic Injection

Mice were anesthetized with isoflurane (2%–5%) and placed in a stereotaxic apparatus. Adeno-associated viruses (AAVs) or miRNA agomir were injected unilaterally or bilaterally into the hippocampus according to the experimental needs. For AAV injections, a total of 2 μL AAV-Lamr1-ps1 or control solution was injected within 20 min using a micro syringe pump as previously described [21]. For miRNA agomir injections, 5 μmol/L agomir powder was first dissolved in 50 μL 0.9% saline, then 2 μL agomir solution was injected as previously reported [22]. After the injection, the needle was left in the brain for 10 min and retracted slowly to avoid leakage. AAV9 at a viral titer of 10^13^ for Lamr1-ps1 overexpression and control were packed by Genechem (Shanghai, China) and agonies for miR-29c-3p were ordered in Ribobio (Guangzhou, China). The MWM test was applied 4 weeks after the virus injection or 3 weeks after the atomic injection.

### Dual-Luciferase Reporter Assay

The predicted target sequences of ~300 bp containing the Lamr1-ps1 binding site to miR-29c-3p or miR-129-1-3p were cloned into multiple cloning sites (between XhoI and NotI) of the psiCHECK2 plasmid. The mutant sequences of the ligated loci were used as their respective controls. The dilute mimics or scrambled control were co-each-transfected into HEK293T cells with the newly constructed psiCHECK2 plasmid. Cells were harvested 48 h after completion of transfection. The cell lysates after centrifugation were used for detection experiments. The dual-luciferase reporter kit (RG027, Beyotime, China) was used to examine the firefly and *Renilla* luciferase activity according to the instructions. Three replicates for each experimental group were harvested and analyzed.

### Statistical Analysis

The data were analyzed using GraphPad Prism software, version 9.0, and are expressed as the mean ± standard error of the mean (SEM). Two groups were compared using a two-tailed Student’s *t*-test, and multiple comparisons were evaluated using two-way ANOVA. The statistical significance of all comparisons was defined as *P <0.05, **P <0.01, or ***P <0.001. The investigators conducting the experiments and collecting data were unaware of the group allocation.

## Result

### Identification and Temporal Expression Patterns of Differentially-expressed LncRNAs in APP/PS1 Mice

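Hippocampal RNA of male APP/PS1 mice and of wild-type C57BL/6 (WT) mice was measured at 3, 6 and 12 months of age, with 3 mice per group. APP/PS1 mice carry human amyloid precursor protein and presenilin 1 transgenes with mutations of familial Alzheimer's disease. Each sample was labelled with 1 dye and hybridised to its own array, the Agilent Mouse lncRNA Microarray. The submitters' processing notes name Agilent Feature Extraction 9.1, and the methods name normalization and filtering by the quantile algorithm. The deposited values are on the log2 scale, and the median of every array was 4.44. A further 9 arrays of P301S mice of the same ages stand in the same table, which makes 27 arrays in 9 groups. After 68 control probes were left out, 145548 probes were tested, of which 93858 were taken as lncRNA probes. They are the 93857 custom probes of the design and the Agilent probe that the supplement gives for 2310005E17Rik. Group means were compared in limma over the 27 arrays, so that the 9 groups shared 1 estimate of the spread per probe. P-values were adjusted by Benjamini-Hochberg over all probes tested, and a probe was called changed at an adjusted p under 0.05. The 3 arrays per group limit the precision. In simulated data of the same size, limma recovered 35% of probes changed 2-fold and 76% of those changed 4-fold at 6 months. The files do not pair other probes with genes, so they are named by their ID.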

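At each of the 3 ages the hippocampus of APP/PS1 mice differed from that of WT mice in some probes. At 3 months 212 probes were higher and 188 were lower in APP/PS1 mice. At 6 months 88 were higher and 104 lower, and at 12 months 1497 were higher and 1235 lower. LncRNA probes made up 255 of the called probes at 3 months, 124 at 6 months and 1581 at 12 months. Among called probes that rose, the Lamr1-ps1 probe had the largest log2 fold change at each age. Among called probes that fell, the largest fall at 3 months was that of A_55_P2109559, with a log2 fold change of -4.37 (standard error 0.46, adjusted p = 0.000387 from limma). This probe was dim, with a mean value of 2.06 over the arrays. It was also lower in P301S than in WT mice at 3 months (-3.86). In WT mice it was lower at 12 than at 3 months (-3.51). High values in the WT arrays of 3 months can thus give this difference. The largest fall among called probes at 6 months was that of A_55_P2910184, at -2.65 (standard error 0.37, adjusted p = 0.0101 from limma). At 12 months it was that of the lncRNA probe CUST_OEV3_079435, at -3.88 (standard error 0.48, adjusted p = 0.00122 from limma). For the probes named at 6 and 12 months the difference itself changed with age. It moved by -4.71 for A_55_P2910184 from 3 to 6 months (adjusted p = 0.00321 from limma). For CUST_OEV3_079435 it moved by -5.12 from 6 to 12 months (adjusted p = 0.0126 from limma). Neither probe was thus lower in APP/PS1 mice at the earlier age. At the thresholds of the methods, an unadjusted p of at most 0.05 and a fold change over 2, limma selected 2971 lncRNA probes at 3 months, 3954 at 6 months and 3151 at 12 months. The methods' t-test selected 1886, 2582 and 1493 at the same thresholds, of which 30, 0 and 9 passed after Benjamini-Hochberg adjustment. A control for RNA quality differed as well: 3' minus 5' Gapdh was -1.81, -1.94 and -1.93 in APP/PS1 mice at 3, 6 and 12 months and -2.02, -2.07 and -2.06 in WT mice (log2, means of n = 3), without overlap at 3 months. Single arrays moved the counts, so their order by age does not hold. The count of probes changed in APP/PS1 against C57 at 3 months was 171 and 107 without APP/PS1 replicates 2 and 3, and 736, 90 and 92 without WT replicates 1, 2 and 3. For probes changed in APP/PS1 against C57 at 6 months it was 110 and 297 without APP/PS1 replicates 1 and 3, and 69 and 44 without WT replicates 1 and 2. For probes changed in APP/PS1 against C57 at 12 months it was 1117 without APP/PS1 replicate 2, and 350, 467 and 1510 without WT replicates 1, 2 and 3. With 7 sets of similar arrays, drawn from array correlations after the data were examined, as a random block, 152, 19 and 633 probes were called at the 3 ages. With the 6 arrays of an age alone, 1, 4 and 38 were called.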

In APP/PS1 mice, we found 504, 668, and 326 DElncRs at 3, 6, and 12 months, respectively, compared to control mice of the same age. To analyze changes in transcriptional expression in both the early and late stages of the disease, we focused on the 6- and 12-month-old groups. 

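Of the lncRNA probes at the thresholds of the methods, 2182 were up-regulated and 1772 down-regulated in 6-month-old APP/PS1 mice. In 12-month-old APP/PS1 mice 1462 were up-regulated and 1689 down-regulated. Lamr1-ps1 and AK043614 were among the up-regulated lncRNAs at both ages. 2310005E17Rik, Gm36225, AK162488, NONMMUT060286.2 and NONMMUT111475.1 were among the down-regulated ones at both ages. By the methods' t-test 1459 were up-regulated and 1123 down-regulated at 6 months, against 724 and 769 at 12 months. Most of the selected lncRNA probes were dim: 93.9% of them at 6 months and 92.2% at 12 months had a mean level below the median of all probes. At 6 months the balance was reversed among probes above the median mean level, with 79 up-regulated and 176 down-regulated by limma. Adjusted p-values from limma were under 0.05 for 81 of those selected at 6 months and 367 of those at 12 months. In simulated data with the spread of the real probes, 1505 unchanged lncRNA probes met the thresholds at 6 months by limma and 892 by the methods' t-test.

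**Figure D1:**
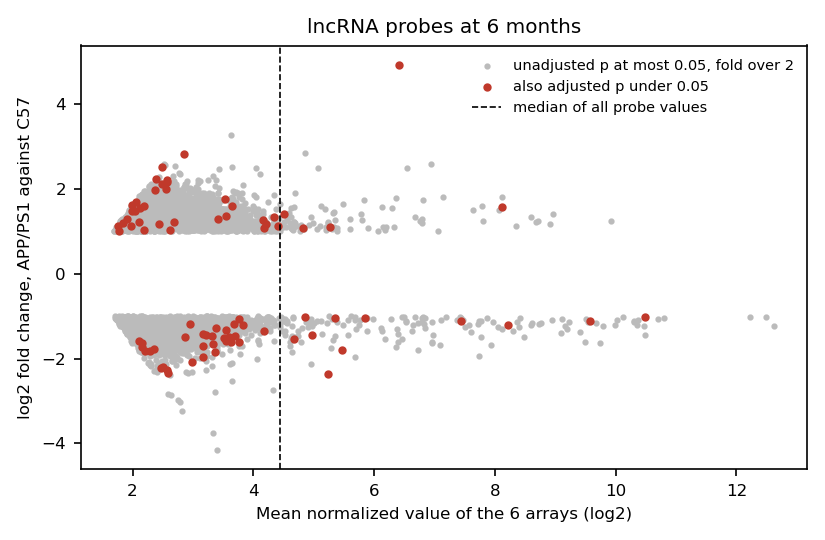
Each point is a lncRNA probe that met the thresholds of the methods in 6-month-old mice by limma. The horizontal axis gives the mean normalized value of the 6 arrays (log2), and the vertical axis the log2 fold change of APP/PS1 against WT (C57). Red points are the 81 probes with an adjusted p under 0.05, and the highest of them is Lamr1-ps1 at 4.93. The dashed line marks the median value of all probes, 4.44.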

There were 306 up-regulated as well as 362 down-regulated genes in the 6-month-old mice, while 145 were up-regulated and 181 down-regulated in 12-month-old APP/PS1 mice compared to the respective controls. Hierarchical clustering heatmaps were plotted based on the normalized expression of DElncRs in 6- and 12-month-old APP/PS1 and WT mice, respectively (Fig. 1A, B). 

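Clustering of all probes separated APP/PS1 from WT mice at each age. When the 6 arrays of an age were divided into 2 clusters by the correlation of their values about the probe means, the 3 APP/PS1 arrays formed one cluster and the 3 WT arrays the other. This held at 3, 6 and 12 months. At 6 months the mean correlation was -0.0524 between arrays of the same genotype and -0.298 between genotypes. At 12 months the means were -0.115 and -0.255. These correlations are taken across probes, which are not independent replicates. They cover every probe tested, and no probe was selected for a difference between the genotypes. Of the 7 sets of similar arrays, 0 hold both a WT array and an APP/PS1 array of 6 or 12 months. No set is therefore divided between the clusters of those ages. Since the sets were drawn from array correlations, a difference between the genotypes could itself give this outcome. The clusters also join arrays of different sets, as with the 3 APP/PS1 arrays of 12 months and the 3 WT arrays of 6 months.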

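More lncRNA probes changed the same way in 6- and 12-month-old APP/PS1 mice than independent lists would share. Both ages shared 123 down-regulated probes, against 31.9 for independent lists of those sizes (Fisher's exact test, one-sided, p = 9.4e-37). They shared 159 up-regulated probes, against 34.0 (Fisher's exact test, one-sided, p = 1.9e-58). Gm36225 was among the 2 shared down-regulated lncRNAs with an adjusted p under 0.05 at both ages, and Lamr1-ps1 was the only shared up-regulated lncRNA of that kind. The 2 ages had no array in common. By the methods' t-test 40 down-regulated and 35 up-regulated probes were shared, against 9.20 and 11.3 for independent lists. Probes are not independent replicates, so the p-values describe these lists. A probe that varies widely is more likely to pass the fold threshold at both ages, so independent lists are not the chance level. Of 100 splits of the arrays within ages, the real one shared the most, 282 probes by limma. The next shared 245, with all labels of 6 months kept and 1 array of each genotype exchanged at 12 months. Another with all labels of 6 months kept and 1 array of each genotype exchanged at 12 months shared 225. One that exchanged all 3 of each genotype at 6 months and 1 at 12 months shared 164. A split that exchanged 2 of each genotype at both ages shared 112. It mirrors a split that exchanges 1 of each at both ages, so it still holds part of the real grouping.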

Of the down-regulated transcripts, 14 were decreased in both 6- and 12- month-old APP/PS1 mice (Fig. 1C), whereas 5 showed concurrent increases in the up-regulated genes (Fig. 1D). To ensure subsequent validation of these lncRNAs, 7 (5 down- and 2 up-regulated) were screened based on the normalized expression values ≥8 (at least one sample) as listed (Fig. 1E). 

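Lamr1-ps1 was far higher in the hippocampus of APP/PS1 mice. Its mean normalized value was 8.87 ± 0.46 (SD, n = 3) at 6 months and 9.05 ± 0.42 (SD, n = 3) at 12 months, against 3.94 ± 0.15 (SD, n = 3) and 3.87 ± 0.13 (SD, n = 3) in WT mice. The fold changes were 30.5 and 36.3. AK043614 was 5.65-fold higher at 6 months and 5.59-fold higher at 12 months. The other 5 lncRNAs were 2.06- to 3.08-fold lower at 6 months and 2.07- to 2.92-fold lower at 12 months. Each APP/PS1 array lay above every WT array for Lamr1-ps1 and AK043614 at both ages. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1, so adjusted p-values from limma are given. Lamr1-ps1 had an adjusted p of 0.0263 at 6 months and 0.00725 at 12 months. Gm36225 also passed at both ages (adjusted p = 0.0423 and 0.0271), with log2 fold changes of -1.20 and -1.05. The remaining 5 passed at 12 months, with adjusted p-values from 0.0122 (2310005E17Rik) to 0.0454 (AK162488). At 6 months theirs ran from 0.0587 (AK043614) to 0.186 (AK162488). Among lncRNA probes with a normalized value of at least 8 in 1 or more samples, the methods' t-test selected 2 up-regulated and 6 down-regulated probes at both ages. They are the 7 lncRNAs and the probe CUST_OEV3_077251, and limma selected 15 and 10. The Lamr1-ps1 log2 fold change at 6 months had an adjusted p of 0.0508 to 0.0850 when 1 of the 3 WT mice of that age was left out, while the value itself stayed between 4.70 and 5.15 with any 1 of the 6 mice left out. In the 18 APP/PS1 and WT arrays alone, without the P301S arrays, its standard error was 0.23 and its adjusted p 1.06e-06. With the sets of similar arrays as a random block the adjusted p was 0.0670, and with the 6 arrays of 6 months alone 0.0580, both past the limit. The sets were drawn from these same arrays, and 0 of them hold both a WT array and an APP/PS1 array of 6 or 12 months. A block of such sets can weaken the comparison by itself, so it cannot tell joint processing from genotype. Gm36225 lost its call at 6 months in 5 of 6 fits that left out 1 mouse. At 12 months leaving out 1 mouse ended the call in 6 of 6 fits for NONMMUT111475.1 and AK162488 (adjusted p up to 0.125), 5 for NONMMUT060286.2, 4 for Gm36225, 3 for AK043614 and 1 for 2310005E17Rik. With the 6 arrays of 12 months alone all of these 6 lncRNAs lost their call, and with the sets of similar arrays as a random block NONMMUT111475.1, AK162488, NONMMUT060286.2 and AK043614 did. The paper states that the level of 8 was chosen with later tests of these lncRNAs in mind, and it goes on to examine all 7 by qPCR.

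**Figure D2:**
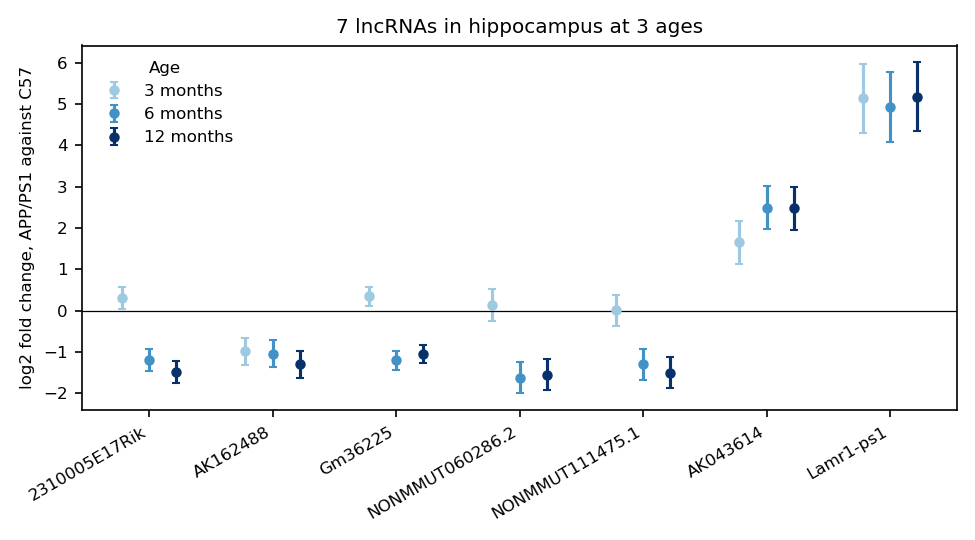
Points are log2 fold changes of APP/PS1 against WT (C57) in hippocampus, with 3 mice per group, and bars are standard errors from limma. The 7 lncRNAs stand along the horizontal axis, and shades mark 3, 6 and 12 months. Lamr1-ps1 lies near 5 on the log2 scale at each age, and the lncRNAs on the left lie below 0 at 6 and 12 months.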

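At 3 months the 7 lncRNAs did not all differ as they did later. Lamr1-ps1 was already 35.3-fold higher in APP/PS1 mice (log2 fold change 5.14, standard error 0.84, adjusted p = 0.0135 from limma). For the Lamr1-ps1 log2 fold change at 3 months the adjusted p was 0.0515 without WT replicate 2 and 0.0548 without WT replicate 3, with the value itself between 4.98 and 5.23 whichever mouse was left out. In the 18 APP/PS1 and WT arrays alone the adjusted p at 3 months was 6.1e-07. AK043614 had a log2 fold change of 1.65 at 3 months and AK162488 one of -0.98, and neither passed the test (adjusted p = 0.150 and 0.170 from limma). For AK043614 this rests on single arrays: the AK043614 log2 fold change at 3 months was 2.63 without APP/PS1 replicate 2, which passed (adjusted p = 0.00142 from limma, against up to 0.474 in the other fits that left out 1 mouse), and 0.88 without APP/PS1 replicate 3. 2310005E17Rik, Gm36225, NONMMUT060286.2 and NONMMUT111475.1 had log2 fold changes of 0.31, 0.35, 0.14 and 0.015 at that age, with adjusted p-values of 0.513 or more. With adjustment over all probes tested, the test of the change in the genotype difference with age was passed by none of the 7. The change from 3 to 12 months was largest for 2310005E17Rik, at -1.80 (standard error 0.38, unadjusted p = 0.00013 and adjusted p = 0.161 from limma). From 3 to 6 and 3 to 12 months, unadjusted p-values from limma were 0.00011 and 0.00032 for Gm36225. They were 0.0036 and 0.0050 for NONMMUT060286.2 and 0.023 and 0.0099 for NONMMUT111475.1. For AK162488, AK043614 and Lamr1-ps1 they were 0.264 or more. The 7 were chosen by their differences at 6 and 12 months, which favours low values here. For Lamr1-ps1 the change from 3 to 12 months was 0.041 (standard error 1.18, unadjusted p = 0.973 from limma). In the 18 APP/PS1 and WT arrays alone its standard error was 0.33. The P301S arrays, which share the estimate of spread, varied widely for this probe (SD 2.53 at 3 months and 1.84 at 12 months, n = 3 each).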

Their line graphs expressing the trend with age are plotted individually in Fig. S1. Then, we used qPCR to examine the expression of these 7 lncRNAs in 6- and 12-month-old APP/PS1 and their WT counterparts. The results revealed that Lamr1-ps1 is significantly increased in 6- and 12-month-old AD mice (Fig. 1F, G; *P* <0.001).

**Fig. 1:**
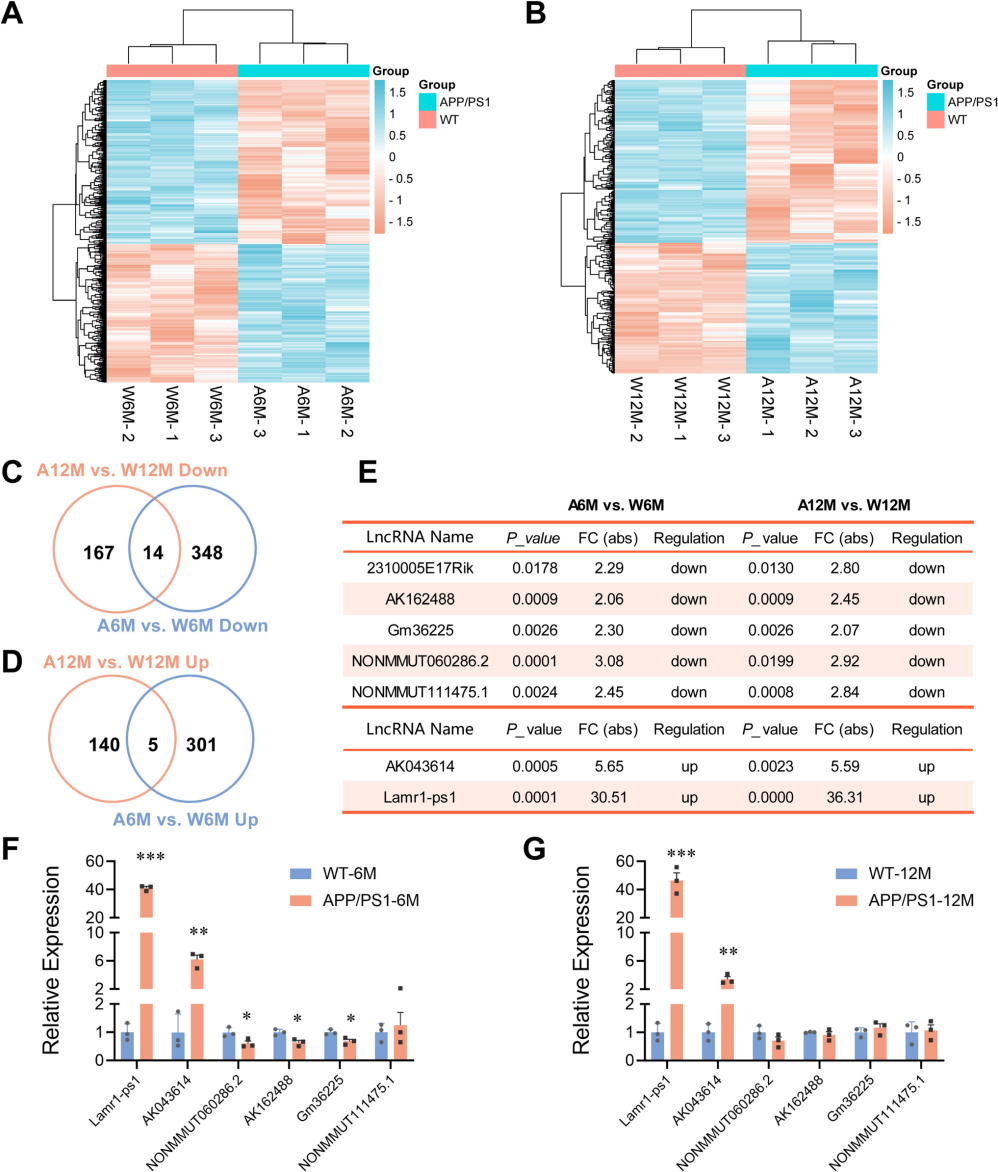
Screening and validation of differentially-expressed lncRNAs in 6- and 12-month-old APP/PS1 mice. **A**, **B** Hierarchical clustering heatmaps based on the normalized expression of DElncRs at 6 (A) or 12 (B) month-old APP/PS1 and WT mice. 6 and 12-month-old APP/PS1 or WT mice were abbreviated as A6M, A12M or W6M, W12M, respectively. **C**, **D** Venn diagrams of down-regulated (C) or up-regulated (D) DElncRs in 6- and 12-month-old APP/PS1 mice compared with age-matched WT mice. **E** The *P*-value and fold change (FC) of 7 selected DElncRs (5 down-regulated and 2 up-regulated genes) in APP/PS1 mice *versus* WT mice. **F**, **G** qPCR validation of the 7 DElncRs in 6- (F) and 12- (G) month-old APP/PS1 mice and age-matched WT mice. In 6-month-old APP/PS1 mice, Lamr1-ps1 (***P <0.001, *t* = 36.26), AK043614 ( **P = 0.002, *t* = 7.070), NONMMUT060286.2 (*P = 0.042, *t* = 2.952), AK162488 (*P = 0.020, *t* = 3.757), and Gm36225 (*P = 0.022, *t* = 3.626) are significantly changed compared with WT mice, while in 12-month-old APP/PS1 mice, only Lamr1-ps1 (***P = 0.001, *t* = 8.421) and AK043614 ( **P = 0.005, *t* = 5.639) are significantly upregulated compared with WT mice. Data are the mean ± SEM (*n* = 3 per group, unpaired two-tailed *t*-test).

### Localization and Expression of Lamr1-ps1

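Lamr1-ps1 is named for Lamr1, an older symbol of Rpsa, which encodes a ribosomal protein also known as the laminin receptor. In the RefSeq annotation of GRCm38.p6, Lamr1-ps1 is a pseudogene on chromosome 2, and Rpsa lies on chromosome 9. The next annotated genes on one side of Lamr1-ps1 are Prn, Prnp and Prnd, and the next on the other side is Erv3. Prnp encodes the prion protein, and 0 annotated genes lie wholly between it and Lamr1-ps1. The build behind the probes is not given in the sources used here. The supplement gives Lamr1-ps1 the probe CUST_OEV3_061347. Its normalized value ran from 3.59 to 4.07 over the 9 WT arrays and from 8.43 to 9.51 over the 9 APP/PS1 arrays of hippocampus. The WT mean was at percentile 43.7 of all probes tested and the APP/PS1 mean at percentile 88.6. Averaged over the 3 ages, the log2 fold change was 5.08 (adjusted p = 6.3e-05 from limma). The files do not name a probe of Rpsa, whose sequence the pseudogene resembles.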

Lamr1-ps1 is a processed pseudogene of 874 bp on chromosome 2, but investigation of its function is lacking. To extend the over-expression or knockdown experiment, we first determined the cellular localization of Lamr1-ps1 by co-staining Lamr1-ps1 with NeuN (a neuron marker) using a DIG-labeled RNA probe and anti-NeuN antibody in brain slices. Significantly, Lamr1-ps1 was highly co-located with neurons in the hippocampus of AD mice (Fig. 2A). Then we established the AD model of the cell by Aβ_1-42_ infection and assessed how the Lamr1-ps1 level changed in N2a (a mouse brain neuroma cell line) and HT22 cells (a mouse hippocampal neuronal line) treated with different concentrations of Aβ_1-42_. The results showed that the expression of Lamr1-ps1 was significantly increased by Aβ_1-42_ at 10 μmol/L in both N2a and HT22 cells (Fig. 2B, C, *P* = 0.0012 and *P* = 0.041, respectively). This finding suggested that Lamr1-ps1 expression is also elevated in AD neuronal cell models. Although the co-localization of Lamr1-ps1 with neurons was significant, we also co-labeled Lamr1-ps1 with other cells in the brain such as astrocytes, and it was evident that there was no significant overlap between astrocytes and Lamr1-ps1 (Fig. 2D, S2). These results showed that Larm1-ps1 is primarily located in the cytoplasm of neuronal cells, in which it is highly expressed after Aβ treatment.

**Fig. 2:**
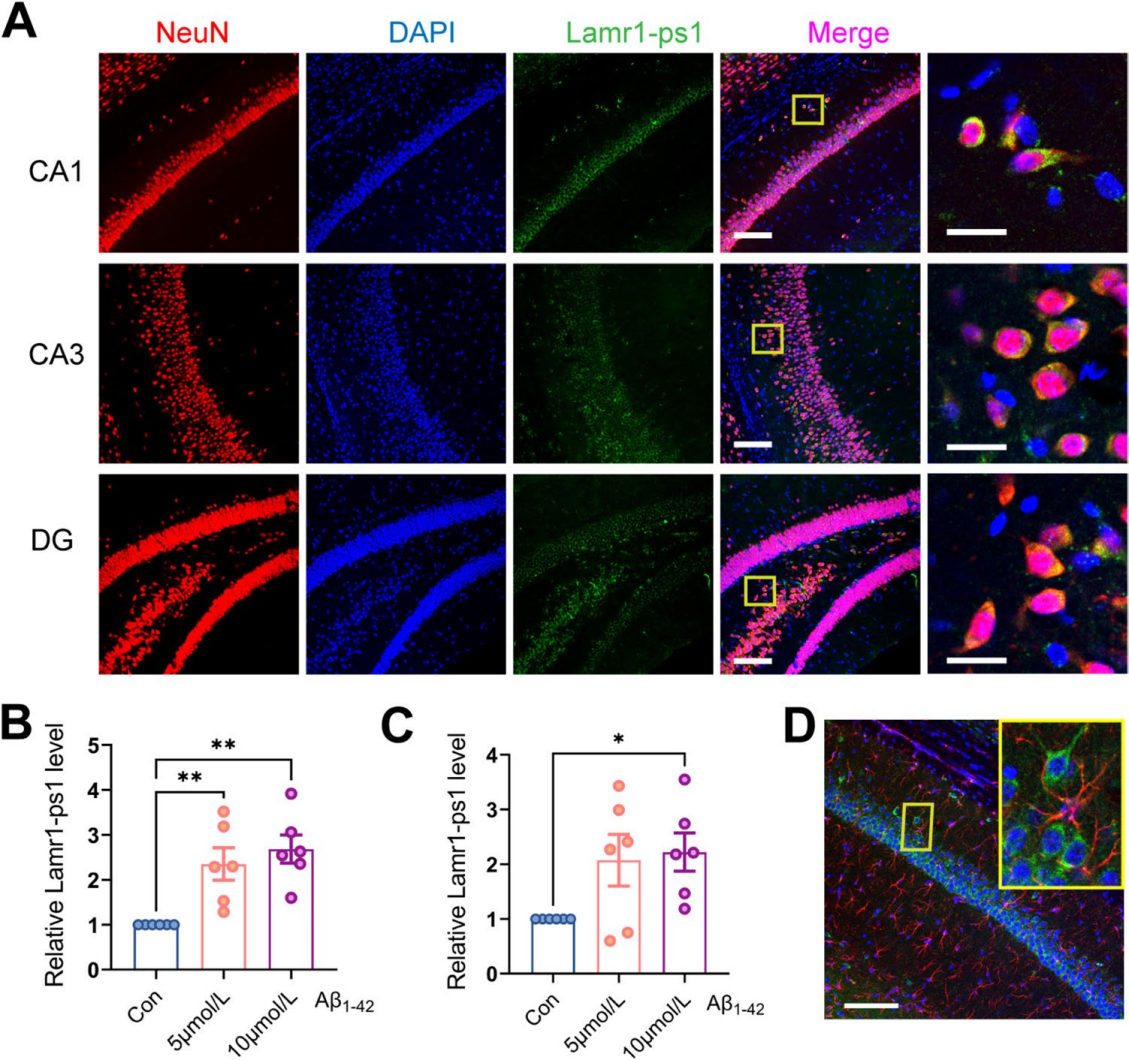
Lamr1-ps1 is mainly expressed in neuronal cells. **A** Representative images showing the expression of Lamr1-ps1 (green) and NeuN (the neuronal marker, red) in the hippocampus of APP/PS1 mice. The stained images in the CA1, CA3, and DG areas are plotted from upper to lower (scale bars, 100 μm), and the merged enlarged images show co-staining of neurons and Lamr1-ps1 (right column, scale bars, 20 μm). **B**, **C** The relative expression of Lamr-ps1 in the N2a (B) and HT22 (C) cells treated with 0, 5, and 10 μmol/L Aβ_1-42_. Data are the mean ± SEM (*n* = 6 per group, in the N2a cell group, *F* = 10.49, Con *vs* 5 μmol/L **P = 0.0065, Con *vs* 10 μmol/L **P = 0.0012; in the HT22 cell group, *F* = 3.850, Con *vs* 10 μmol/L *P = 0.041; one-way ANOVA followed by Bonferroni multiple comparisons). **D** Representative images showing the expression of Lamr1-ps1 (green) and GFAP (a marker of astrocytes, red) in the hippocampus of APP/PS1 mice; the merged images show that astrocytes are not co-stained with Lamr1-ps1 (scale bar, 100 μm).

### Lamr1-ps1 Enhances the Expression of Bace1

We next examined the expression of APP, and the beta-site of APP-cleaving enzyme 1 (Bace1) following the overexpression or knockdown experiment. Given that Lamr1-ps1 is a pseudogene of Lamr1, we also measured Lamr1 protein, which has been reported to be involved in the generation and maturation of APP [18, 23], in a subsequent validation process after the expression of Lamr1-ps1 changed. Total RNA extracted from N2a cells transfected with Lamr1-ps1 plasmid was used to assess the alterations of Lamr1-ps1, Bace1, Lamr1, and APP at the RNA level. The results confirmed that only Bace1 increased in the presence of high Lamr1-ps1 expression (Fig. 3A, B, *P* <0.001). This result was corroborated by the WB assay from the same treated N2a cell lysates (Fig. 3C, D, *P* <0.001). Next, we examined the effect of Lamr1-ps1 knockdown in cells. Since the expression of lncRNA has tissue and cell specificity, and low expression of lncRNA in cells is unfavorable for knockdown, we compared the expression levels of Lamr1-ps1 in these two neural-derived cells (N2a and HT22) and BV2 (a microglial cell line, as a control). The amplification curves and normalized expression suggested that Lamr1-ps1 expression in N2a could be used in subsequent experiments (Fig. S3A, B). Fig. 3E shows the efficiency of knocking down Lamr1-ps1 at three different binding sites. The protein quantification results confirmed that the expression of Bace1 was reduced with decreasing Lamr1-ps1 (Fig. 3F, G).

**Fig. 3:**
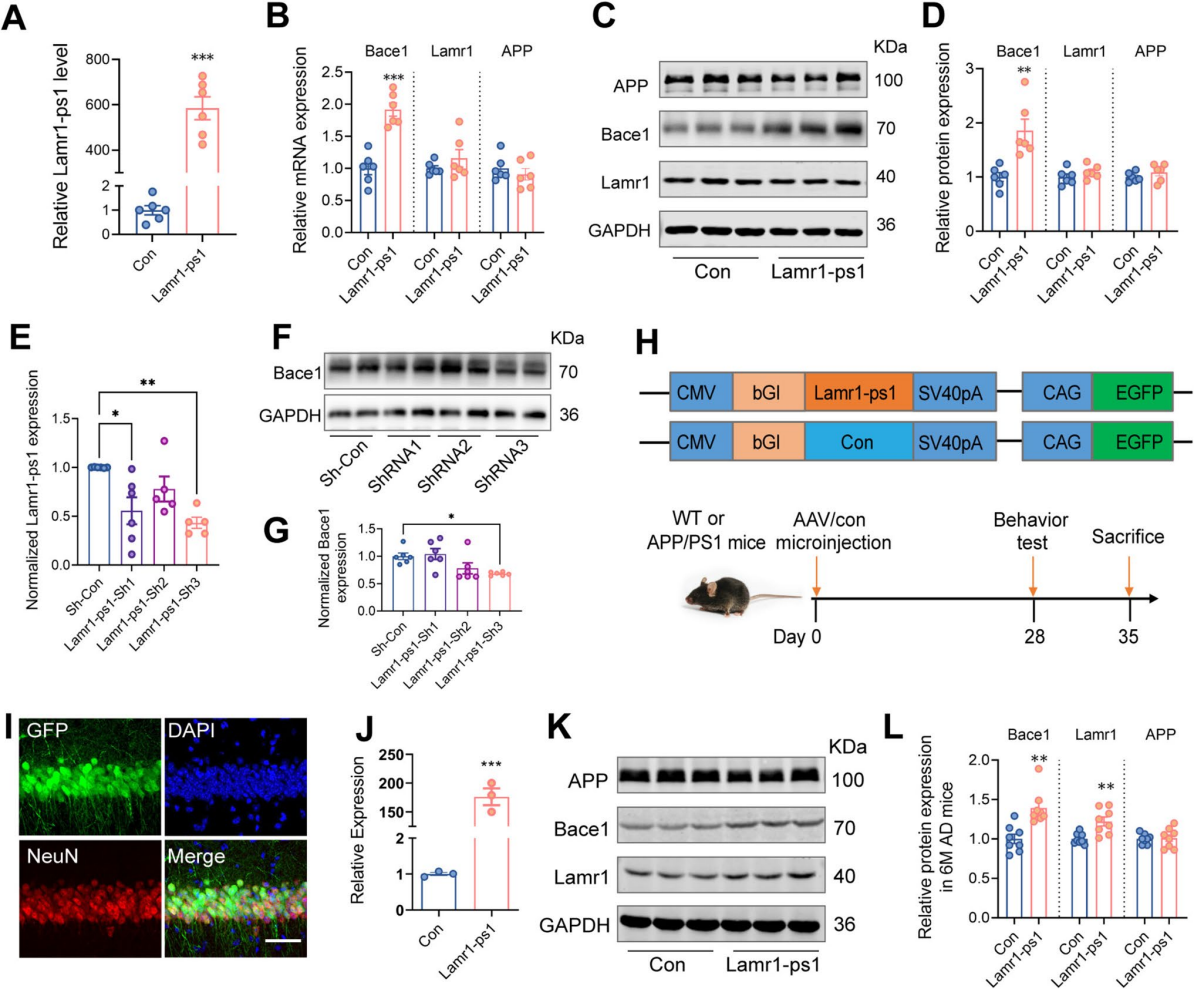
Lamr1-ps1 enhances the expression of Bace1. **A** qPCR validation of Lamr1-ps1 after Lamr-ps1 plasmid is over-expressed in N2a cells. Data are the mean ± SEM (*n* = 6 per group, ***P <0.001, *t* = 11.60, unpaired two-tailed *t*-test). **B** The relative mRNA expression of Bace1, Lamr1, and APP after Lamr-ps1 is over-expressed in N2a cells. Data are the mean ± SEM (*n* = 6 per group (***P <0.001, *t* = 6.423, only Bace1 is upregulated in the Lamr1-ps1-treated group, unpaired two-tailed *t*-test). **C**, **D** Lysates of N2a cells were prepared and blotted with anti-APP, Bace1, Lamr1, and GAPDH, as indicated (C). Relative protein expression of APP, Bace1, and Lamr1 defined by normalizing their respective band intensities to GAPDH (D) (*n* = 6 per group, (**P = 0.0034, *t* = 3.821, unpaired two-tailed *t*-test; Bace1 is upregulated in the Lamr1-ps1-treated group compared to control). **E** The mRNA expression of Lamr1-ps1 in N2a cells treated with ShRNA or control. Data are the mean ± SEM (*n* = 5 per group, Sh-Con *vs* ShRNA1 *P = .0106, Sh-Con *vs* ShRNA3 **P = 0.0022, *F* = 4.506, one-way ANOVA followed by Bonferroni multiple comparisons). **F**, **G** Representative bands (F) of western bolts for anti-Bace1 in N2a cell lysates treated with ShRNA and control plasmids. Relative protein expression of Bace1 (G) in each group. Data are the mean ± SEM (*n* = 6 per group, Sh-Con *vs* ShRNA3 *P = 0.021, *F* = 1.58, one-way ANOVA followed by Bonferroni multiple comparisons). **H** Schematic of the adeno-associated virus (AAV) (upper) and the experimental schedules (lower) after AAV injection into the hippocampus of control and APP/PS1 mice. **I**, **J** Representative images (I) showing the expression of AAV (green) and co-stained NeuN in the neurons of mouse hippocampus (scale bar, 50 μm), and relative expression of Lamr1-ps1 (J) in the hippocampus of mice after being injected with AAV-Lamr-ps1 or AAV-Con. Data are the mean ± SEM (*n* = 3 per group, ***P <0.001, *t =* 12.1, unpaired two-tailed *t*-test). **K**, **L** Cell lysates from the hippocampus of 6-month-old APP/PS1 mice prepared 35 days after AAV-Lamr-ps1 or control injection and blotted with anti-APP, Bace1, Lamr1, and GAPDH, as indicated (K), and the relative protein expressions of APP, Bace1, and Lamr1 (L). Data are the mean ± SEM (*n* = 8 per group, **P = 0.0011, *t =* 4.085 for Bace1 and **P = 0.0031, *t =* 3.569 for Lamr1 in the AAV-Lamr1-ps1-treated group compared to the control group, unpaired two-tailed *t*-test).

We next attempted to overexpress Lamr1-ps1 in the hippocampus of WT mice, but surprisingly there was no change in Bace1 expression (Fig. S3C, D), which we thought may be related to the normal regulation of the organismal environment. This led us to speculate whether Lamr-ps1 plays a role in the pathological conditions of AD. Then, we used the 5- and 11-month-old APP/PS1 mice injected with AAV-Lamr1-ps1 or control virus according to the experimental procedures (Fig. 3H). One month later, Lamr1-ps1 virus expression was verified by co-staining brain sections with NeuN and qPCR assay (Fig. 3I, J, *P* <0.001). WB assays indicated that the protein levels of Bace1 and Lamr1 in 6-month-old APP/PS1 mice injected with AAV-Lamr1-ps1 increased compared to control (Fig. 3K, L, *P* <0.001, and *P* = 0.0139, respectively). The same increased alteration of Bace1 was also seen in the 12-month-old group (Fig. S3E, F, *P* <0.001). These results showed that Bace1 is up-regulated by the overexpression of Lamr1-ps1. Taken together, these results demonstrated that Lamr1-ps1 enhances the expression of Bace1.

### Lamr1-ps1 Aggravates Early Learning Memory Deficits in APP/PS1 mice

The subsequent investigation sought to ascertain the impact of Lamr1-ps1 overexpression on neural function. By Golgi staining, we clarified the reduction of dendritic spines upon Lamr1-ps1 overexpression (Fig. 4A, B, *P* <0.001). To assess the spatial learning and memory of APP/PS1 mice infected with AAV-Lamr1-ps1, the MWM test was applied in the 6-month-old group injected with AAV or control. In the spatial learning trial, the mice injected with AAV-Lamr1-ps1 showed substantial differences in both swim distance and latency compared to the control treatment group at the last training session (Fig. 4C, D, *P* <0.001, and *P* <0.001, respectively). From the spatial probe test, we graphically depicted the representative motion tracking hotspots and quantified the time spent in each quadrant of the two groups (Fig. 4E). The number of crossings of the valid area around the hidden target platform and the time spent in the target quadrant were analyzed. The results showed that mice in the treatment group had fewer crossings of the hidden platform (Fig. 4F, *P* = 0.0049) and spent less time in the target 2^nd^ quadrant (Fig. 4G, P = 0.0035) than the control group. The additional novel object recognition test was used to test memory. As shown in Fig. 4H, the old object B and the novel object C were placed in a box and the motion-tracking hotspots were recorded. The results demonstrated that mice in the treated group exhibited a significantly reduced duration (Fig. 4I, *P* = 0.0174) and preference index (Fig. 4I, J, *P* <0.001) for the exploration of novel objects in comparison to those in the control group. These results suggested that overexpression of Lamr1-ps1 aggravates the early spatial learning memory deficits in APP/PS1 mice.

**Fig. 4:**
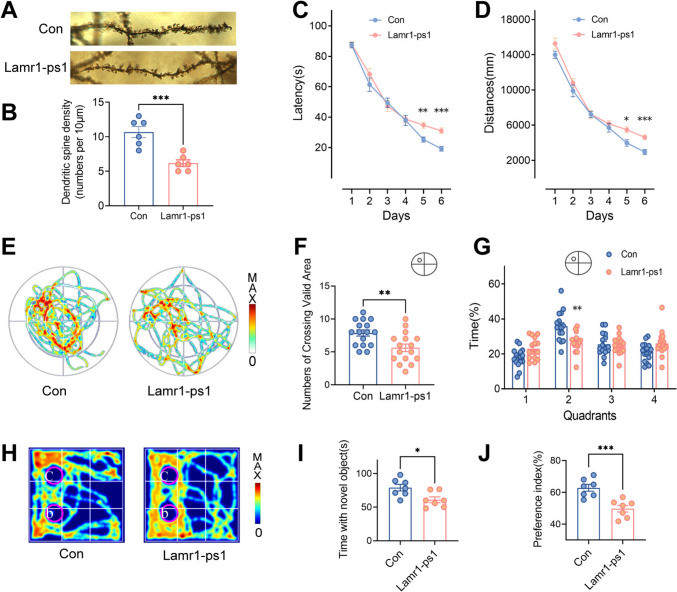
Lamr1-ps1 accelerates the impairment of spatial learning and memory in APP/PS1 mice. **A** Representative images of Golgi staining in the hippocampus (600×) of AD mice after injection of AAV-Lamr1-ps1 or control virus. **B** Numbers of dendritic spines in the hippocampus of each group (*n* = 6 dendrites per group, ***P <0.001, *t =* 4.818, unpaired two-tailed *t*-test). **C**, **D** The MWM test is applied to examine spatial learning and memory in 6-month-old APP/PS1 mice 28 days after AAV-Lamr-ps1 or AAV-Con injection. The latency (C) and the swimming distance (D) to reach a hidden platform in the hidden platform version of the water maze for 6 consecutive days. Data are the mean ± SEM (*n* = 16 per group for latency in the Lamr1-ps1 group compared to control, *F* = 4.498, **P = 0.0078 and ***P <0.001 at days 5 and 6, respectively; for distance, *F* = 11.32, *P = 0.0305 and ***P <0.001 in the Lamr1-ps1 group compared to the control at days 5 and 6, respectively. Two-way ANOVA followed by Bonferroni multiple comparisons). **E** Representative images of motion tracking plotted from probe tests of 6-month-old APP/PS1 mice with AAV-Lamr-ps1 or AAV-Con injection. **F** The number of crossings of effective regions during the probe trial. Data are shown as the mean ± SEM (*n* = 16 mice per group, **P = 0.0049, *t* = 3.04, unpaired two-tailed *t*-test). **G** The percentage of time spent searching for a hidden platform in the target quadrant during the probe trial. Data are shown as the mean ± SEM (*n* = 16 mice per group, *F* = 7.319, **P = 0.0035 in quadrant 2, two-way ANOVA followed by Bonferroni multiple comparisons). **H** Representative images of novel object recognition test from APP/PS1 mice after AAV-Lamr-ps1 or AAV-Con injection. The novel object is placed in position C, where object A the same as B was located in the previous adaptation phase. **I**, **J** The time mice spend with novel object C (I) and the preference index calculated by the time with the object using the formula c/(b+c) × 100% (J). Data are shown as the mean ± SEM (*n* = 7 per group, *P = 0.0174, *t* = 2.757 for time with novel object, and ***P <0.001, *t* = 4.381 for the preference index in the Lamr1-ps1-treated group compared to control, unpaired two-tailed *t*-test).

At the end of the behavioral experiments, mice were sacrificed for the examination of protein alteration and Aβ_1-42_ deposits. The results of immunohistochemistry suggested that Aβ plaques were slightly increased in Lamr1-ps1-treated 6-month-old APP/PS1 mice (Fig. S4A). The statistics revealed a significant increase in the number of Aβ plaques and the relative area of Aβ staining following the Lamr1-ps1 intervention (Fig. S4B, C, *P* = 0.0264 and *P* = 0.0084, respectively). The ELISA assay results also showed that the Aβ_1-42_ level was increased in these mice (Fig. S4D, *P* = 0.0018). Subsequently, we examined the alterations of some neural-related receptors and synapse-associated proteins and the result showed that the expression of N-methyl-D-aspartate receptor type 2B was reduced in response to high Lamr1-ps1 expression in both N2a and AD mice (Fig. S5).

### Lamr1-ps1 Regulates the Expression of Bace1 *via* miR-29c-3p

Given the positive regulatory relationship of Lamr1-ps1 with Bace1, we considered the possibility of the presence of a ceRNA mechanism. Through the steps shown in Fig. 5A, we obtained 9 miRNAs that may have binding sites to both Lamr1-ps1 and Bace1. Specifically, candidate miRNA targets of Bace1 were first predicted from the four commonly used databases: TargetScan [24], miRDB [25], miRwalk [26], and RNAinter [27], and plotted using a Wayne diagram (Fig. 5B). The predicted miRNAs present in no less than 3 databases were picked out to analyze the likelihood of combination with Lamr1-ps1 by miRanda (an algorithm integrated in SRplot) [28], and RNAhybrid (a tool for finding the minimum free energy hybridization of a long and a short RNA) [29] for predictive binding sites of these candidate miRNA targets. The details of the combination between miRNAs and Lamr1-ps1 are shown in Fig. 5C. Then, alterations of these candidate miRNAs were examined by qPCR after Lamr1-ps1 was or was not overexpressed in N2a cells. The results suggested that 3 miRNAs, miR-129-1-3p, miR-29c-3p, and miR-29b-3p, were affected by Lamr1-ps1 expression (Fig. 5D, *P* <0.001, *P* <0.001, and *P* = 0.0226, respectively). Subsequently, downregulation of Lamr1-ps1 was verified in cells transfected with a mimic of miR-129-1-3p or miR-29c-3p compared with the control group (Fig. 5E, *P* <0.001 and *P* <0.001, respectively). This suggested that both miR-29c-3p and miR-129-1-3p can cause changes in the expression of Lamr1-ps1. To determine whether these miRNAs affect Bace1, the mRNA level of Bace1 in these cell samples was examined. The results demonstrated that the addition of the miR-29c-3p mimic led to a significant reduction in Bace1 compared to its scrambled control (Fig. 5F, *P* = 0.004). Protein immunoblotting bands and statistics from WB experiments corroborated this finding (Fig. 5G, H, *P* = 0.006). Therefore, we tended to select miR-29c-3p as a possible intermediate molecule between Lamr1-ps1 and Bace1.

**Fig. 5:**
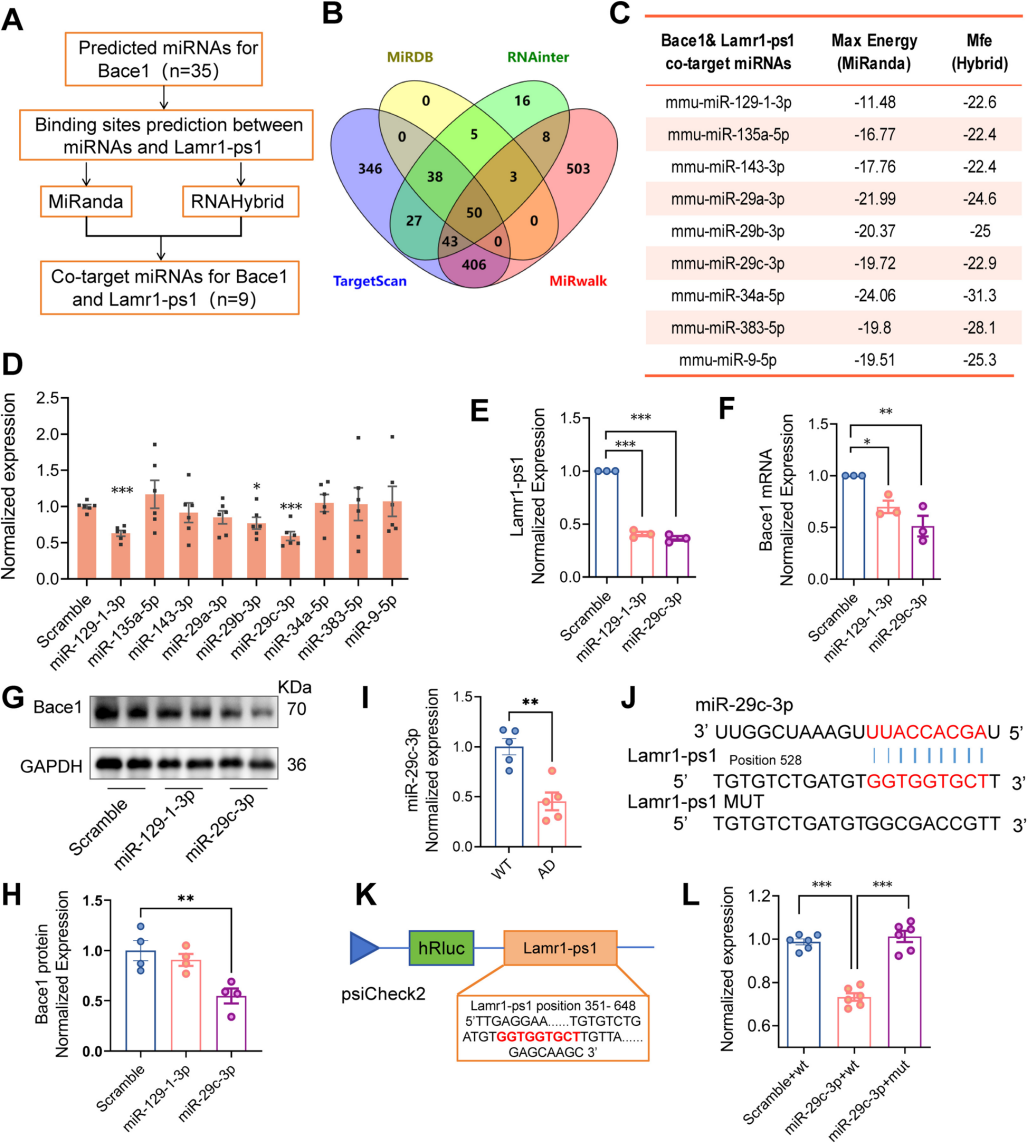
Lamr1-ps1 regulates the expression of Bace1 *via* miR-29c-3p. **A** Prediction flow chart for common miRNA targets of Lamr1-ps1 and Bace1. **B** Venn diagram of the predicted miRNAs targets of Bace1. **C** Interaction scores of candidate miRNAs with Lamr1-ps1 predicted by MiRanda and RNAHybrid algorithms. **D** Normalized expression of candidate miRNAs in N2a cells with Lamr1-ps1 over-expression. Data are shown as the mean ± SEM (*n* = 6 per group, ***P <0.001, *t* = 7.803 for miR-129-1-3p; *P = 0.0226, *t* = 2.692 for miR-29b-3p; ***P <0.001, *t* = 6.048 for miR-29c-3p, compared to the scrambled control group, unpaired two-tailed *t*-test). **E** Normalized expression of Lamr1-ps1 in N2a cells 48 h after treatment with miR-129-1-3p, miR-29c-3p mimics, or scrambled. Data are the mean ± SEM (*n* = 3 per group, *F* = 456.7, ***P <0.001 in the miR-129-1-3p and miR-29c-3p groups compared to scrambled control, one-way ANOVA followed by Bonferroni multiple comparisons). **F-H** Bace1 is regulated by miR-29c-3p, but not miR-129-1-3p. The qPCR validation of Bace1 in N2a at 48 h after treatment with miR-129-1-3p, miR-29c-3p mimics or scrambled (F). The cell lysates from N2a cells at 48 h after treatment with miR-129-1-3p, miR-29c-3p mimics, or scrambled prepared and blotted with anti-Bace1 and GAPDH, as indicated (G). And the relative protein expression of Bace1 (H). Data are the mean ± SEM (*n* = 3 per group for mRNA expression detection, *F* = 13.35, *P = 0.034 and **P = 0.004 for the miR-129-1-3p and miR-29c-3p groups compared to the scrambled control, respectively; *n* = 4 per group for protein expression, *F* = 8.947, **P = 0.006 for the miR-29c-3p group compared to scrambled control, one-way ANOVA followed by Bonferroni multiple comparisons). **I** The expression of miR-29c-3p in APP/PS1 and WT mice. Data are shown as the mean ± SEM (*n* = 5 per group, **P = 0.0018, *t* = 4.562, unpaired two-tailed *t*-test). **J** Schematic of the miR-29c-3p binding region with Lamr1-ps1, and the mutant sequence of the binding region for luciferase analysis. **K** Schematic of plasmid construction used for the luciferase reporter assay. The WT fragment from Lamr1-ps1 at 351-648 bp or the mutant fragment is cloned into the 3’UTR of *Renilla* luciferase on the psiCheck2 plasmid. **L** WT or mutant (MUT) of the Lamr1-ps1 binding sequence in the psi-CHECK-2 vector is co-transfected into HEK293T cells with miR-29c-3p mimic or scrambled control. Luciferase activity was determined at 48 h after transfection. Data are the mean ± SEM (*n* = 6 per group, *F* = 61.28, ***P <0.001 in the miR-29-3p+WT group compared to the scrambled control or miR-29c-3p+MUT group, one-way ANOVA followed by Bonferroni multiple comparisons).

Abnormal expression of miR-29c-3p in the AD model has been reported [30, 31]. Here, we examined its expression in AD and WT mice (Fig. 5I, *P* = 0.0018), and the results showed a downregulation of miR-29c-3p in AD mice as previously reported. Next, a dual-luciferase reporter assay was applied to check the binding site between Lamr1-ps1 and miR-29c-3p. Their binding site and mutation control sequence are shown in Fig. 5J and the sequence of ~300 bp which contains the binding site in the Lamr1-ps1 gene was cloned in the 3’UTR of *Renilla* luciferase on the dual-luciferase plasmid psiCheck2 (Fig. 5K). The data showed that miR-29c-3p co-transfected with a plasmid containing the WT sequence of Lamr1-ps1 notably downregulated the luciferase activity compared to the scrambled mimic group or with the mutant sequence (Fig. 5L, *P* <0.001 and *P* <0.001, respectively). Thus, we verified that miR-29c-3p is a downstream target of Lamr1-ps1.

### Therapeutic Amelioration of Learning Memory Deficits in APP/PS1 Mice *via* miR-29c-3p Augmentation

Several prior studies have demonstrated that miR-29c-3p regulates the expression of Bace1 [30, 31], but *in vivo* studies, especially in AD model mice, are scarce. Therefore, we next injected miR-29c agomir and control into the hippocampus of 9-month-old APP/PS1 mice that had cognitive impairment, to determine whether the Bace1 level could be modulated and whether the cognitive impairment could be ameliorated (Fig. 6A). The hippocampal tissue was taken for assessment three weeks after miR-29c-3p agomir intervention and the statistics suggested that the RNA level of Lamr1-ps1 in the agomir-treated group decreased compared to control, as well as Bace1 (Fig. 6B, C, *P* <0.001 and *P* = 0.016, respectively). WB experiments confirmed the conclusion that Bace1 is down-regulated in the miR-29c-3p treatment group (Fig. 6D, E, *P* <0.001). These findings show that both Lamr1-ps1 and Bace1 can adsorb miR-29c-3p in the form of a molecular sponge. Furthermore, we assessed the Aβ deposition in the hippocampus of both groups by immunofluorescence staining. The results showed a reduction in Aβ deposition following the administration of miR-29c-3p (Fig. 6F) and the statistics revealed a significant decrease in the number of Aβ plaques and the relative area of Aβ staining following the miR-29c-3p agomir intervention (Fig. 6G, H, *P* <0.001 and *P* <0.001, respectively).

**Fig. 6:**
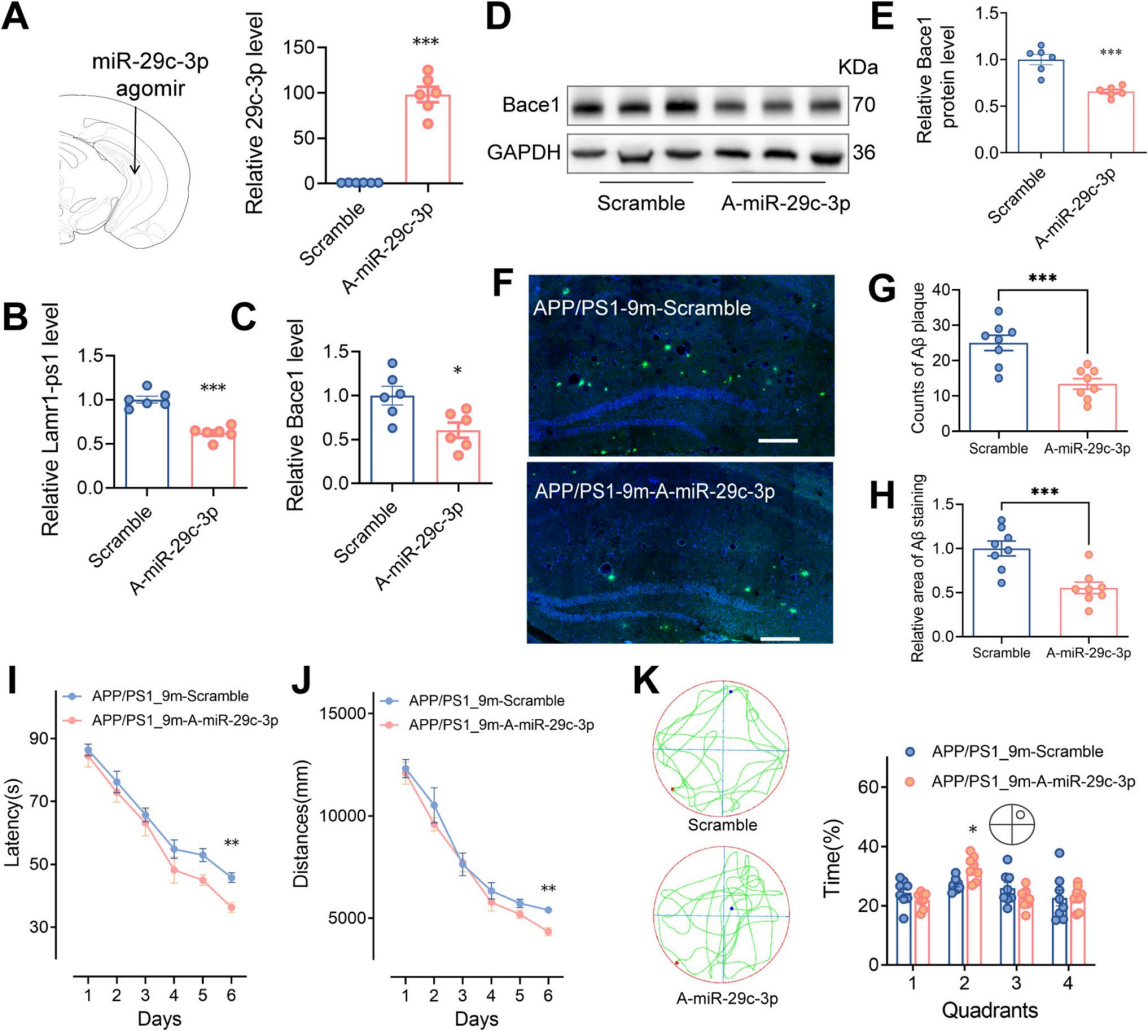
miR-29c-3p ameliorates the cognitive deficits of spatial learning and memory in APP/PS1 mice. **A-C** miR-29c-3p agomir (A-miR-29c-3p) solution or scrambled control is released in the mouse hippocampus (A, upper), and the relative RNA expression of miR-29c-3p (A, lower), Lamr1-ps1 (B) and Bace1 (C) in the hippocampus of APP/PS1 mice 3 weeks after treatment with miR-29c-3p agomir or control. Data are shown as the mean ± SEM (*n* = 6 per group, ***P <0.001, *t* = 11.46 for the expression of miR-29c-3p, ***P <0.001, *t* = 7.690 for the expression of Lamr1-ps1, and *P = 0.016, *t* = 2.872 for the expression of Bace1 in the miR-29c agomir-treated group compared to control, unpaired two-tailed *t*-test). **D**, **E** Expression of Bace1 at the protein level in the hippocampus of APP/PS1 mice treated with miR-29c-3p agomir or control. The hippocampus cell lysates are blotted with anti-Bace1 and GAPDH, as indicated (D) as well as the relative protein expression of Bace1 (E). Data are shown as the mean ± SEM (*n* = 6 per group, ***P <0.001, *t* = 5.724, unpaired two-tailed *t*-test). **F-H** Representative images (F) show the labeling of anti-beta-amyloid in the hippocampus from 9-month-old APP/PS1 mice with miR-29c-3p agomir or control injection (scale bars, 200 μm). The statistical data of the counts (G) and area (H) of Aβ staining plaques. Data are shown as the mean ± SEM (*n* = 8 per group, ***P <0.001, *t* = 4.395; and ***P <0.001, *t* = 4.187, respectively, unpaired two-tailed *t*-test). **I**, **J** The MWM test for spatial learning and memory in 9-month-old APP/PS1 mice 21 days after miR-29c-3p agomir or control injection. The latency (I) and the swimming distance (J) to reach a hidden platform during six consecutive days. Data are the mean ± SEM (*n* = 8 per group, *F* = 10.19 for latency, **P = 0.0045 at day 6 in the A-miR-29c group *vs* control; *F* = 2.943 for distance, **P = 0.0044 at day 6 in the A-miR-29c group *vs* control. Two-way ANOVA followed by Bonferroni multiple comparisons). **K** Representative images of motion-tracking in probe tests for each group (left) and the percentage time spent searching for a hidden platform in the target quadrant during the probe trial (right). Data are shown as the mean ± SEM (*n* = 8 mice per group, *F*= 2.308, *P = 0.025 in quadrant 2, two-way ANOVA followed by Bonferroni multiple comparisons).

We then evaluated alterations in spatial learning and memory in the two groups using the MWM test. After training, there were substantial discrepancies in swimming distance and latency between the miR-29c agomir-treated group and its counterparts (Fig. 6I, J, *P* = 0.0045 and *P* = 0.0044, respectively). After the last spatial probe test, we depicted the representative motion-tracking hotspots and quantified the time spent in each quadrant of these two groups. The statistics showed an increase in the proportion of mice exploring the target quadrant in the miR-29c treatment group (Fig. 6K, *P* = 0.025).

## Discussion

AD is a neurodegenerative disease with a latent onset and a long latency period, during which Aβ deposition and NFTs, the “early events”, occur long before the clinical symptoms of memory loss [4]. The occurrence of these pathological symptoms is largely due to an imbalance in protein expression, and the aberration of lncRNAs may represent one of the initial events in this imbalance. Therefore, it is necessary to explore changes in the expression profile of lncRNAs in the early stage of AD. In the present study, we have evaluated the abnormal expression of lncRNA throughout the course of AD by using lncRNA expression profile data of 6- and 12-month-old APP/PS1 mice. We have uncovered that the lncRNA Lamr1-ps1, a pseudogene of the laminin receptor, aggravates the early spatial learning/memory deficits in APP/PS1 mice. Based on bioinformatics prediction and experimental validation, we have concluded that Lamr1-ps1 might play these roles *via* the miR-29c/bace1 pathway. Experimentally increasing the levels of miR-29c-3p in the hippocampus partially alleviated the spatial learning and memory deficits in AD mice. This finding demonstrates that Lamr1-ps1, through the miR-29c/bace1 pathway, accelerates the progression of early AD and leads to learning and memory impairment.

Pseudogenes are fragments of DNA that closely resemble the sequence of some genes with coding functions, yet do not code proteins due to mutations in the open reading frame, and some pseudogenes have been classified as biologically similar to lncRNAs [17]. To our knowledge, the present study is one of only a few articles on the mechanism of pseudogenes in AD. Lamr1-ps1 was found here to be abnormally expressed in the early stages of APP/PS1 mice. A finding in 1997 reported that nuclear-localized mtDNA pseudogenes show heteroplasmy in AD patients and normal individuals [32]. Few studies on the molecular mechanism of pseudogenes in AD have been reported. A recent study found that the pseudogene ACTBP2 (actin beta pseudogene 2) increases blood-brain barrier permeability by regulating the transcription of KHDRBS2 in an Aβ_1-42_ microenvironment [33]. A study on Parkinson’s disease described a ceRNA network of pseudogene GBAP1 (also known as GBA1LP, glucosylceramidase beta 1-like) and GBA by adsorbing miR-22 [34]. In the present study, we revealed that Lamr1-ps1 aggravates early spatial learning/memory deficits in 6-month-old APP/PS1 mice. This provides a new perspective on the role of pseudogenes in AD.

Lamr1 is a 37 KDa/67 KDa laminin receptor located within the cholesterol-rich lipid raft domains of the plasma membrane [35]. Several lines of evidence have identified a strict link between APP, Aβ, and Lamr1 [18, 23, 36, 37]. The potential function of Lamr1-ps1 we initially hypothesized might be achieved by targeting Lamr1, as it is a corresponding coding gene of Lamr1-ps1. However, no change occurred in Lamr1 expression resulting from an increase of Lamr-ps1 in normal model cells or animals (Figs 3B-D, S3C, D), but this anticipated rise did occur in AD model mice. The uncertainty regarding the result of the expression of Lamr1 was inconsistent with the envisaged conclusion. It was reassuring that we found Bace1 was stably altered by the overexpression of Lamr1-ps1 in both cells and AD mice (Fig. 3). Therefore, we postponed further exploration of the mechanism of Lamr1 and instead concentrated on Bace1.

The miRNA-mediated ceRNA network was our initial direction for investigating the potential mechanism of action of Lamr1-ps1 on Bace1. Our experimental evidence revealed that miR-29c-3p was adsorbed by both Lamr1 and Bace1, and the overexpression of miR-29c-3p in the hippocampus of AD mice ameliorated spatial learning/memory deficits. According to a previous report, miR-29c-3p attenuates Aβ-induced neurotoxicity by targeting BACE1 in a cellular AD model of PC12 [30], and such a neuroprotective effect of miR-29c has also been reported in SAMP8 mice [31]. It is worth pointing out that our results demonstrated that miR-29c-3p has an ameliorating effect on cognitive impairment in APP/PS1 mice. Furthermore, miR-129-1-3p was identified as another potential candidate miRNA. The luciferase assay results indicated an association between miR-129-1-3p and Lamr1 (Fig. S6). However, no changes in Bace1 were found upon miR-129 expression, suggesting the presence of other molecular targets downstream of the Lamr1-ps1/miR-129-1-3p pathway to be explored. Therefore, the exploration of Lamr1-ps1’s mechanism in AD remains incomplete. Further investigation into the targets of the relevant pathway of Lamr1-ps1/miR-129 will enhance our understanding of how Lamr1-ps1 works in AD.

In this study, we explored the alteration of spatial memory in mice after Lamr1-ps1 overexpression using the water maze behavioral test. We concluded that Lamr1-ps1 can accelerate this cognitive decline in AD model mice, and this was similarly confirmed by the results of novel object recognition experiments (Fig. 4). Although we found a reduction in the dendritic spines on mice hippocampal neurons, the specific mechanism remains to be further explored. It is worth mentioning that we did not find a significant cognitive decline in 12-month-old AD mice after Lamr1-ps1 innervation when compared with control AD mice (Fig. S7), which may be related to the fact that they are severely cognitively impaired. These results may suggest that Lamr1-ps1 can aggravate cognitive impairment in early AD mice.

## Conclusion

In summary, our findings provide a new theoretical basis for the involvement of the pseudogene Lamr1-ps1 in AD. Through a combination of bioinformatics prediction and experimental validation, we confirmed a link between the pseudogene Lamr1-ps1, Bace1, and miR-29c-3p. The result that augmenting miR-29c-3p levels in the hippocampus ameliorated spatial learning and memory deficits consolidated the theoretical basis for miR-29c as a potential therapeutic target for AD.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Pseudogene Lamr1-ps1 Aggravates Early Spatial Learning Memory Deficits in Alzheimer’s Disease Model Mice
**Source:** Neurosci Bull. 2025 Jan 2;41(4):600–14. doi: 10.1007/s12264-024-01336-6
**Supplement:** Supplementary file 1 — Supplementary file1

Supplementary Information

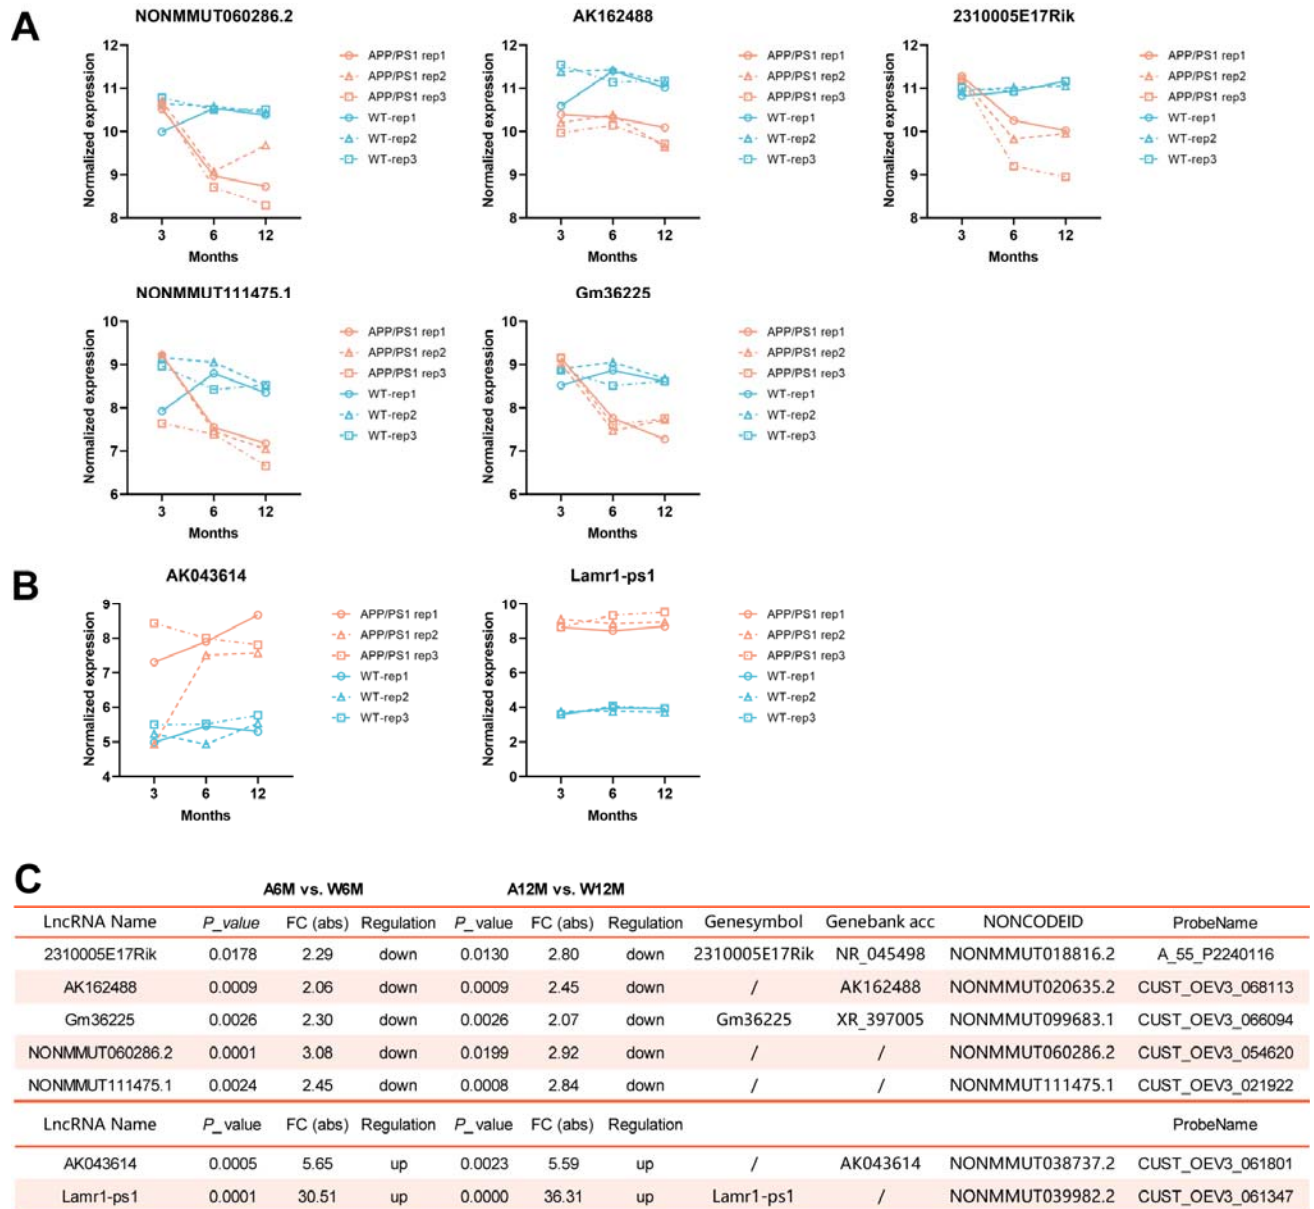

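Fig. S1 follows each lncRNA through the arrays of 3, 6 and 12 months, on the normalized log2 scale. The per-array values show how far apart the replicates lie. 2310005E17Rik lay between 10.8 and 11.2 in all 9 WT arrays, between 11.2 and 11.3 in the APP/PS1 arrays of 3 months, and between 8.95 and 10.3 in those of 6 and 12 months. Gm36225 lay between 8.52 and 9.06 in WT and between 7.28 and 7.76 in APP/PS1 mice of 6 and 12 months. NONMMUT060286.2 and AK162488 had means of 10.5 and 11.2 over the WT arrays, so they are well above the median of an array. AK043614 spread most at 3 months, from 4.93 to 8.44 in the 3 APP/PS1 arrays, against a WT mean of 5.24 ± 0.26 (SD, n = 3).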

Fig. S1 Information and expression profiles of candidate DElncRs. **A, B** The expression profiles of the seven DElncRs; the expression curves of five down (A) and two up (B) -regulated DElncRs. The lines for each replicated sample show the changing trend. **C** The detailed name information of these seven candidate DElncRs in official databases, and their expression changes in AD mice.

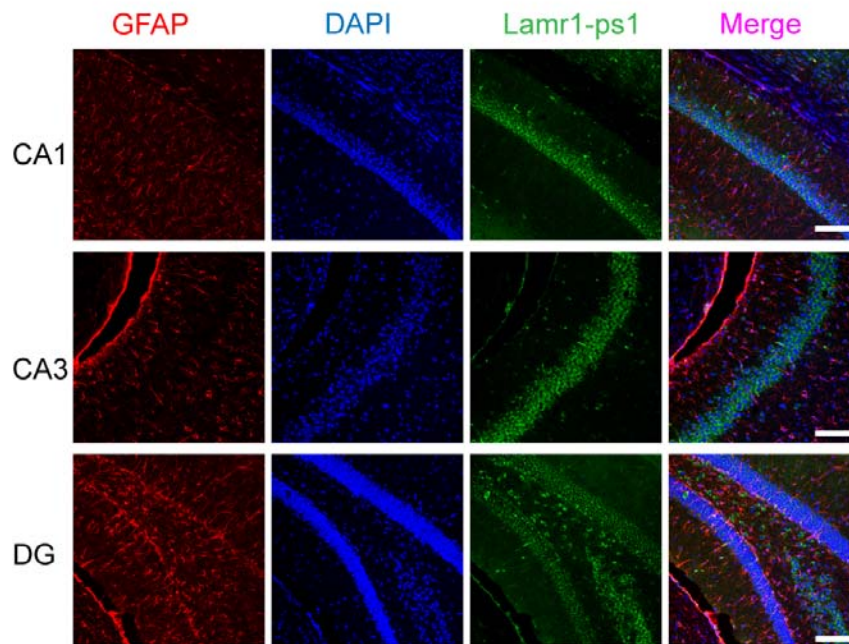

Fig. S2 Representative images showing the expression of Lamr1-ps1 (green) and GFAP (a marker of astrocytes, red) in the hippocampus of APP/PS1 mice. The stained images in CA1, CA3, and the DG are plotted from upper to lower, and the enlarged images show the co-staining of astrocytes and Lamr1-ps1 (scale bars, 100 μ m).

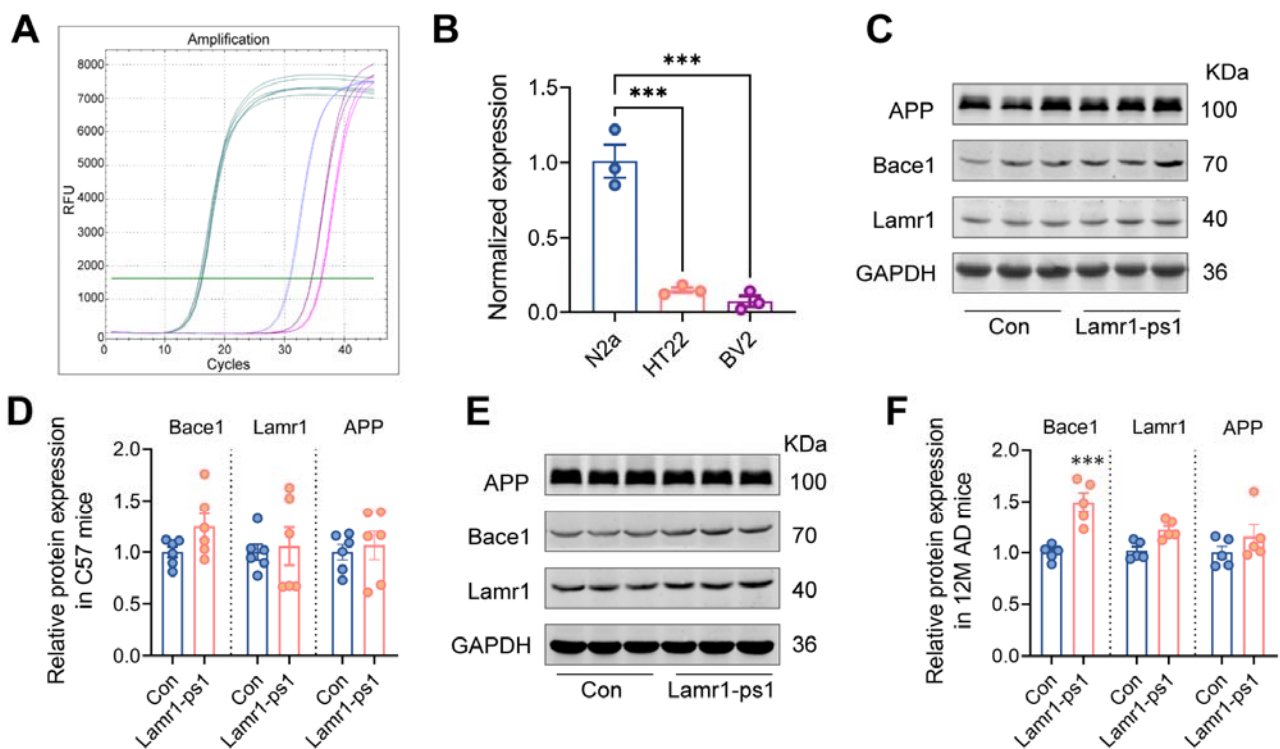

Fig. S3 Lamr1-ps1 is upstream of Bace1. **A** Representative amplification curves of Lamr1-ps1 in three cell samples, starting from left 2 (left 1 is GAPDH of all samples) to right are from N2a, HT22, and BV2. **B** Relative expression of Lamr1-ps1 in the three cell types. Data are the mean $\pm$ SEM ($n=3$ per group, Sh-Con vs ShRNA3 $*P=0.021$, $F=1.58$, one-way ANOVA followed by Bonferroni multiple comparisons). **C, D** Cell lysates from the hippocampus of C57 mice after AAV injection, blotted with anti-APP, Bace1, Lamr1, and GAPDH, as indicated (C). Relative protein expression of APP, Bace1, and Lamr1 (D). Data are the mean $\pm$ SEM ($n=6$ per group, no significant difference, unpaired two-tailed t -test). **E, F** Cell lysates from the hippocampus of 12-month-old APP/PS1 mice 35 days after AAV injection, blotted with anti-APP, Bace1, Lamr1, and GAPDH, as indicated (K). Relative protein expression of APP, Bace1, and Lamr1 (L). Data are the mean $\pm$ SEM ($n=5$ per group, $F=11.46$, $***P<0.001$ and $*P=0.0139$ for Bace1 and Lamr1, respectively, Two-way ANOVA followed by Bonferroni multiple comparisons).

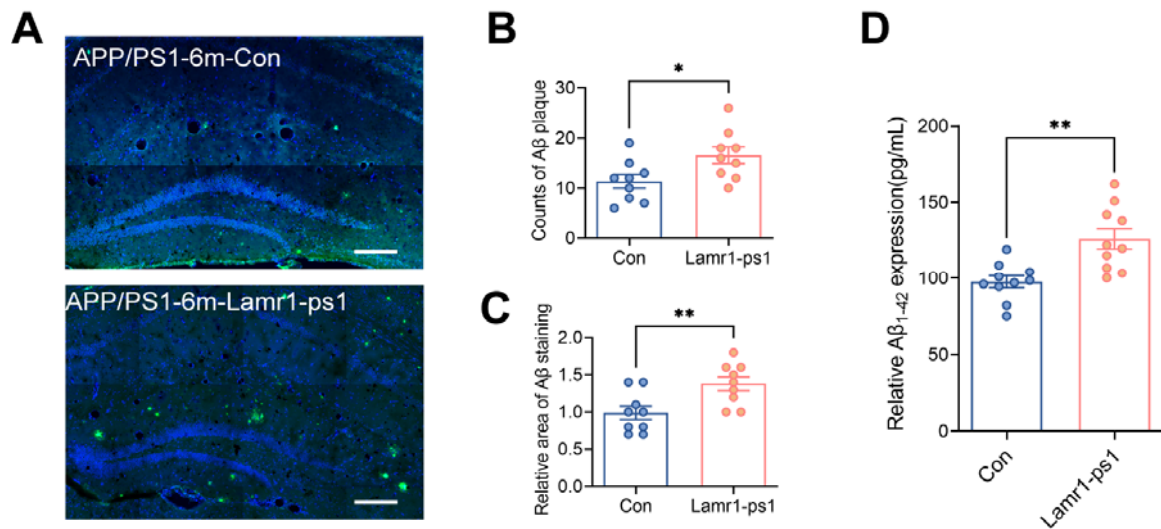

Fig. S4 Lamr1-ps1 increases A β deposition in 6-month-old APP/PS1 mice. **A** Representative images showing the labeling of anti-beta-amyloid in the hippocampus of these mice injected with AAV-Lamr1-ps1 or control virus (scale bars, 200 μ m). **B, C** Statistics of the counts (B) and area (C) of A β -staining plaques. Data are shown as the mean $\pm$ SEM ($n=9$ per group, $*P=0.0264$, $t=2.446$; and $**P=0.0084$, $t=3.007$, respectively, unpaired two-tailed t -test). **D** The relative expression of A β_{1-42} in hippocampus from 6-month-old APP/PS1 mice injected with AAV-Lamr1-ps1 or control homogenized and processed for ELISA determination. Data are the mean $\pm$ SEM ($n=10$ per group, $**P=0.0018$, $t=3.656$, unpaired two-tailed t -test).

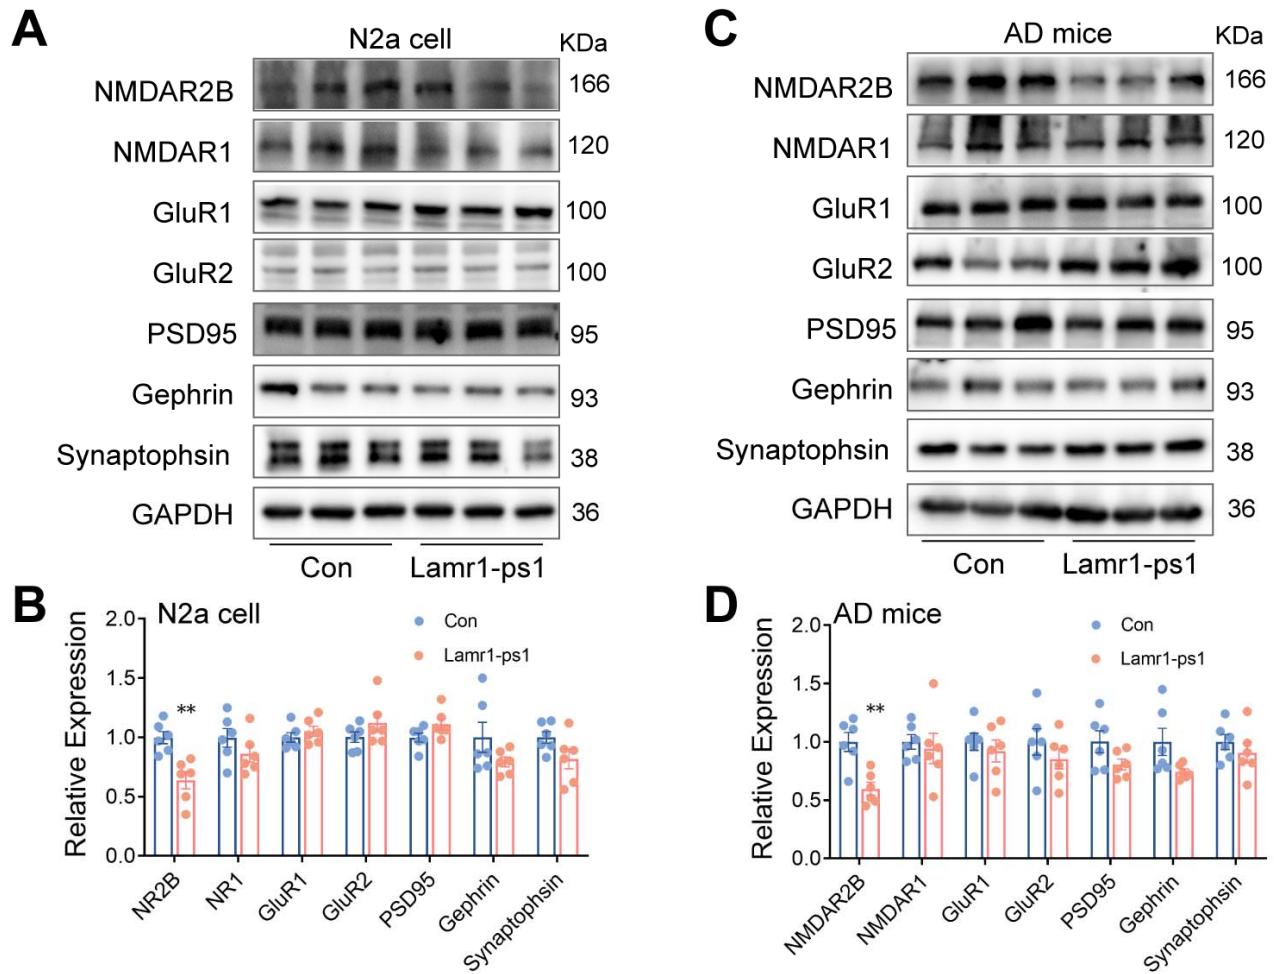

Fig. S5 Lamr1-ps1 causes changes in proteins associated with synaptic functions. **A-D** Lysates from N2a cells (**A**, **B**) and the hippocampus of AD mice (**C**, **D**) with Lamr1-ps1 overexpression or controls blotted with the indicated antibodies (**A**, **C**). Relative protein expression defined by normalizing their respective band intensity to GAPDH (**B**, **D**). Data are the mean $\pm$ SEM ($n = 6$ per group, in N2a cells, $**P = 0.0019$, $t = 3.84$ for NMDAR2B between the Lamr1-ps1-treated group and control; in AD mice, $**P = 0.0089$, $t = 3.357$ for NMDAR2B, unpaired two-tailed t -test).

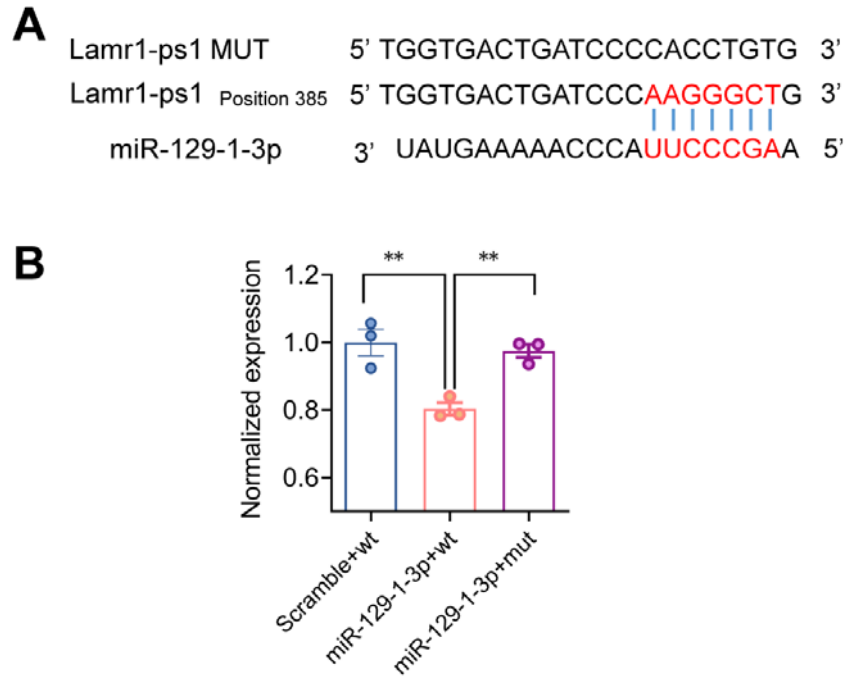

Fig. S6 miR-129-1-3p can be bound by Lamr1-ps1. **A** Schematic showing the miR-129-1-3p binding region with Lamr1-ps1, and the mutant sequence of the binding region for luciferase analysis. **B** The wild-type (WT) or mutant (MUT) Lamr1-ps1 binding sequence in the psi-CHECK-2 vector is co-transfected into HEK293T cells with miR-129-1-3p mimic or scrambled control. The luciferase activity is determined 48 h after transfection. Data are the mean $\pm$ SEM ($n = 3$ per group, $F = 14.94$, $**P = 0.0043$ in the miR-129-3p+WT group compared to the scrambled control; and $**P = 0.0083$ in the miR-129-3p+WT group compared to the miR-29c-3p+MUT group, one-way ANOVA followed by Bonferroni multiple comparisons).

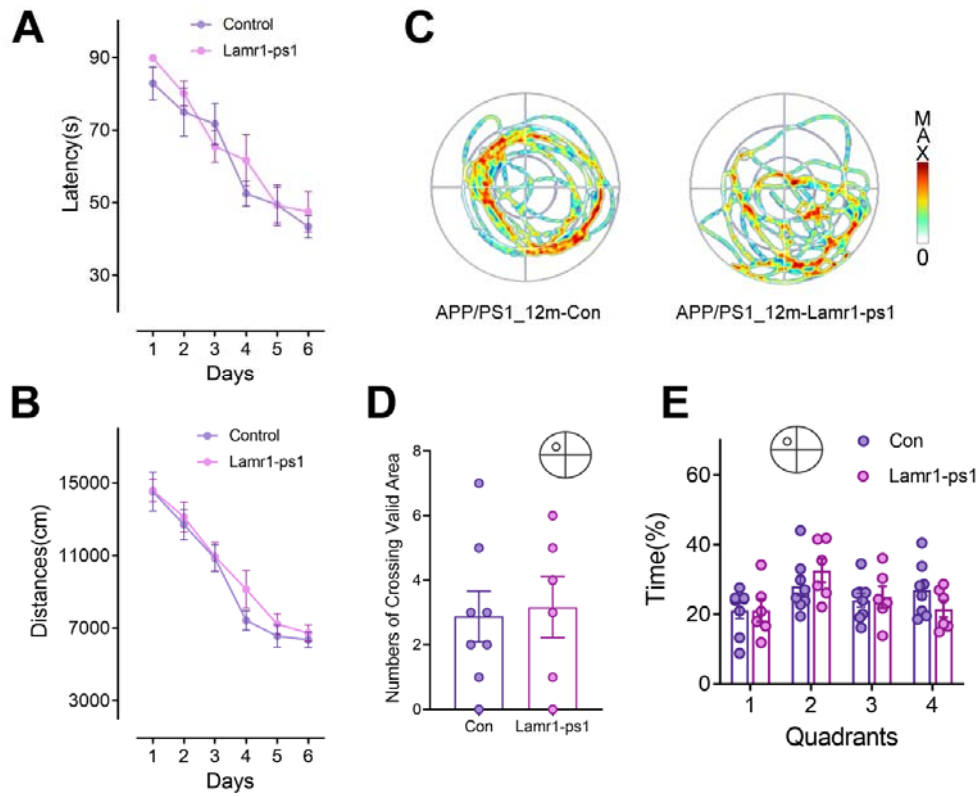

Fig. S7 Effect of Lamr-ps1 overexpression on spatial cognition in 12-month-old APP/PS1 mice. **A, B** The MWM test is applied to examine spatial learning and memory in 12-month-old APP/PS1 mice 28 days after AAV-Lamr-ps1 or AAV-Con injection. The latency (A) and the swimming distance (B) to reach the hidden platform during six consecutive days. Data the are mean $\pm$ SEM ($n \geq 7$ per group, two-way ANOVA). **C** Representative images of motion tracking from probe tests in 12-month-old APP/PS1 mice injected with AAV-Lamr-ps1 or AAV-Con. **D** Numbers of crossings of the effective region during the probe trial. Data are shown as the mean $\pm$ SEM ($n \geq 7$ per group, unpaired two-tailed t -test). **E** Percentage of time spent searching for a hidden platform in the target quadrant during the probe trial. Data are shown as the mean $\pm$ SEM ($n \geq 7$ mice per group, two-way ANOVA).

Table S1

Primers for qPCR			
Probes	Target ID		Sequence (5'-3')
A_55_P2240116	NONMMUT018816.2	Forward	AACACACAGGAGTTTACGGC
		Reverse	TAAACACCACCACCATGAAC<br>AGT
CUST_OEV3_066094	NONMMUT099683.1	Forward	CGGGAAGAGCTGTGAGCAAA
		Reverse	CGCTGTCAAGAAGGGGACAT
CUST_OEV3_021922	NONMMUT111475.1	Forward	GCACGATGAAGTTCCCGTTTA
		Reverse	TTCTTTCATGTGGTGCTCGC
CUST_OEV3_068113	NONMMUT020635.2	Forward	CGTGTCTACGCATGTACGGA
		Reverse	GAGGTTGGCTGGGGGATTAG
CUST_OEV3_054620	NONMMUT060286.2	Forward	TCTCGATGTCCTGATGGTGG
		Reverse	CCAACCAACTCCTCGCTACA
CUST_OEV3_061801	NONMMUT038737.2	Forward	TGGTGCTCTGAGCCGAATTT
		Reverse	ACAGCAGCTACATGTGGATTT
CUST_OEV3_061347	NONMMUT039982.2	Forward	GCATCTGGTCTGAAGGTG
		Reverse	AAGTGGGAACTGCCAATC
	APP	Forward	TTCGCTGACGGAAACCAAGA
		Reverse	CGTCAACAGGCTCGACTTCA
	Bace1	Forward	AGACCGACGAGGAATCGGA
		Reverse	AGGATGTTGAGCGTCTGTGG
	Lamr1	Forward	CGGCGTTGTTCTTGATTCCC
		Reverse	CCGCAGCAAGGAATTTGAGG
	GAPDH	Forward	TCATCCCAGAGCTGAACG
		Reverse	TCATACTTGGCAGGTTTCTCC

Table S2

ShRNA for Lamr1-ps1	Sequence (5'-3')
ShRNA1	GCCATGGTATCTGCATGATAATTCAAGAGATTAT<br>CATGCAGATAACCATGGCTTTTTT
ShRNA2	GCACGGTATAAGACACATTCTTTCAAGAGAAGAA<br>TGTGTCTTATAACCGTGCTTTTTT
ShRNA3	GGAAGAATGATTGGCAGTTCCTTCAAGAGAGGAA<br>CTGCCAATCATTCTTCCTTTTTT

How the deposited data were processed for this re-analysis (not part of the article)

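Hippocampal RNA of APP/PS1, C57 (WT) and P301S mice was measured at 3, 6 and 12 months, with 3 arrays per group and 27 arrays in all. The paper reports on the APP/PS1 and WT mice. The labels give each array's genotype, age and replicate number, and every column was matched to its sample by its label. The paper describes the replicates as hippocampi of separate, randomly selected mice. No statement of that kind was found for the P301S mice, so p-values there measure the spread between these samples, which may be technical.

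The authors deposited log2 values of 1-colour Agilent arrays. The submitters' processing notes name Agilent Feature Extraction 9.1, and the methods name normalization and filtering by the quantile algorithm. Every deposited column had the same quantiles to within 0.00192, with a median of 4.44. The background correction, the genome build and the table that pairs probes with genes are not given in the sources used here. The log base was settled by Fig. 1E, whose printed fold changes equal the group differences taken as powers of base 2. The scale, centring and direction need no further assumption for comparisons between arrays. For arrays, their number limits the precision. The negative control probe read 1.26 to 1.51 and the 3' Gapdh control probe 14.1 to 14.7 over the 27 arrays. These ranges pool the groups, whose means differ for Gapdh, and the differences are given beside the counts of changed probes.

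No value was normalized again. The 68 control probes were left out and 145548 probes were tested with limma 3.58.1 in R 4.3.3, by a linear model of the 9 group means with empirical Bayes moderation. Comparisons were APP/PS1 against WT and P301S against WT at each age and averaged over the ages, the change of the APP/PS1 difference between ages, and WT at 12 against 3 months. P-values were adjusted by Benjamini-Hochberg over all probes. For the lncRNA lists the thresholds of the methods were used, an unadjusted p of at most 0.05 and a fold change over 2, with limma and, as an alternative, with the methods' t-test. The model was tested on simulated data with 200 changed probes before it was used. Of 100 probes changed 2-fold it called 35 at 3 months, 35 at 6 months and 37 at 12 months, and of 100 changed 4-fold it called 80, 76 and 78. It called 12, 5 and 5 unchanged probes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

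Probes were named by a rule set before the data were examined. It takes the 7 lncRNAs of Fig. 1E by their probes in the supplement, and at most 2 unnamed probes that rose and 2 that fell per comparison. The values of Fig. 1E and Fig. S1 had been seen when the rule was written. The rule also listed genes such as Bace1 and App, and 28 gene lists of cell types and responses were fixed for tests. The files do not pair probes with genes, so none of these genes was named and the gene list tests were not run. RefSeq annotation of GRCm38.p6 was used for gene names and neighbours only.

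Alternatives were other scalings of the arrays, a floor at the 25th percentile of each array, filters on dim probes, custom probes alone as the lncRNA class, a level of 8, fewer arrays in the model, a trended and robust spread, the replicate number as a block, and each array left out in turn. Blocks of slide or scan were not run, since no source used here gives them.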

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

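The comparisons of P301S with WT mice and of the APP/PS1 difference between ages were set before the data were examined, as were the tests of Prnp and of strain. The other tests here, of splits of the samples, growth with age, shared WT arrays, spike-ins and array sets, were chosen after the result was seen.

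The paper does not report on P301S mice, which the labels list at the same ages. P301S is a mutation of human tau. WT mice are C57 here, and the counts are of probes changed in P301S against C57 at 3 months, probes changed in P301S against C57 at 6 months, probes changed in P301S against C57 at 12 months and probes changed in P301S against C57 averaged over 3 ages. Against WT, P301S mice had 7645 changed probes at 3 months (3958 higher, 3687 lower), 2592 at 6 months (672 higher, 1920 lower) and 8812 at 12 months (3925 higher, 4887 lower) at an adjusted p under 0.05 from limma, and 12235 when averaged over the ages. Leaving out any 1 of the 6 arrays of 3 months lowered the count of that age, to 3296 (without WT replicate 1) to 4929 (without P301S replicate 1). At 6 months the count was 910 without WT replicate 1, 697 without WT replicate 2 and 1261 without P301S replicate 1. At 12 months it was 2789, 4029 and 4969 without WT replicates 1, 2 and 3, and 4674 and 5084 without P301S replicates 1 and 3. With array sets as a random block 1221 were called at 6 months, 3835 at 12 months and 6592 over the ages, and with the 6 arrays of an age alone 132, 228 and 270. The 3' Gapdh control at 12 months was 14.19 ± 0.05 (SD, n = 3) in P301S and 14.55 ± 0.06 (SD, n = 3) in WT mice. Among called probes, the largest fall was that of A_55_P1963495, at -5.30 at 6 months and -5.24 at 12 months on the log2 scale. The largest rise among them was that of the lncRNA probe CUST_OEV3_045461, at 6.93 at 12 months. Splits of 3 arrays against 3 are too few to give a share under 0.05. The real split was the only 1 of 10 with a count as large, and the highest of the others were 7, 7 and 12 at 3, 6 and 12 months. Over the ages, 1 of 100 splits, the real one, reached 12235 and the highest of the others was 1528. A random division of these arrays is thus unlikely to give the count. The P301S arrays are not stated to be separate mice, so this does not decide on differences between mice or in processing.

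The change of the APP/PS1 difference between ages was itself tested, as probes whose APP/PS1 difference changed between 3 and 6 months, probes whose APP/PS1 difference changed between 3 and 12 months and probes whose APP/PS1 difference changed between 6 and 12 months. It was called for 28 probes from 3 to 6 months, 15 from 3 to 12 months and 52 from 6 to 12 months. With 1 array left out the first count was 14 and 11 without APP/PS1 3 months replicates 2 and 3, 51 without APP/PS1 6 months replicate 2, 215 and 10 without WT 3 months replicates 1 and 2, and 16 and 48 without WT 6 months replicates 1 and 3. From 3 to 12 months it was 0 by limma without APP/PS1 3 months replicate 3 (13086 at an unadjusted p under 0.05 with all arrays), 81, 24 and 24 without APP/PS1 12 months replicates 1, 2 and 3, 172 without WT 3 months replicate 1, and 9, 27 and 55 without WT 12 months replicates 1, 2 and 3. From 6 to 12 months it was 33 and 119 without APP/PS1 6 months replicates 1 and 2, 299 and 80 without APP/PS1 12 months replicates 1 and 2, 30 without WT 6 months replicate 2 and 136 without WT 12 months replicate 3. With array sets as a random block it was 7 from 3 to 6 months and 6 from 3 to 12 months. Of 100 splits, 2 gave a count as large from 3 to 6 months (highest other 133), 4 from 3 to 12 months (highest other 6528) and 1 from 6 to 12 months (highest other 24), the real one included. These splits exchange genotypes within an age, which mixes the genotype difference into its change, so they do not decide whether chance gives these counts. The split with 6528 exchanged all 3 arrays of both genotypes at 3 months and none at 12 months, so it adds the differences of the 2 ages and points to a structure of the samples. The split with 133 exchanged all 3 at 3 months and 1 at 6 months, and what sets it apart was not tested.

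The lncRNAs of Fig. 1E were also compared between P301S and WT mice. Lamr1-ps1 was higher at 6 months, at 4.22 on the log2 scale (adjusted p = 0.0127 from limma). Without WT replicate 2 of that age its adjusted p was 0.0633 and its value 4.13, with adjusted p-values from 0.00398 to 0.0633 over the alternatives to the Lamr1-ps1 log2 fold change in P301S at 6 months. At 3 months it was 2.82 (adjusted p = 0.0548 from limma) and at 12 months 1.14 (adjusted p = 0.505 from limma), and neither passed. The 3-month outcome rests on single arrays. The Lamr1-ps1 log2 fold change in P301S at 3 months was 4.28 and passed without P301S replicate 2 (adjusted p = 0.00166 from limma, against 0.00166 to 0.313 over its alternatives). It also passed on probes above the median mean level and with a trended and robust spread. Without the 4 arrays of set 5 the value was 4.25, which rests on P301S replicate 3 alone. At 12 months the value was 0.084 without P301S replicate 1 and 1.76 without P301S replicate 2, and neither passed. The falls that passed were -1.38 at 3 months and -1.58 at 6 months for 2310005E17Rik, -1.30 and -2.33 for Gm36225, and -1.92 and -1.89 for NONMMUT060286.2. The 3 falls of 3 months lost the call with the 6 arrays of that age alone. The NONMMUT060286.2 log2 fold change in P301S at 6 months lost it with the 6 arrays of its own age, and had an adjusted p of 0.0519 and 0.0623 without WT replicates 1 and 2 and 0.0585 without P301S replicate 2 (0.00217 to 0.0983 over its alternatives).

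The Lamr1-ps1 probe stands out by being far higher in APP/PS1 mice at every age. A rise built up wholly after 3 months is argued against. The difference changed by 0.041 from 3 to 12 months, where such a rise would need a change near 5.18. Around it, 2 standard errors either side reach -2.33 and 2.41, or -0.61 and 0.69 with the APP/PS1 and WT arrays alone. Smaller growth with age, as in a response to amyloid, therefore stays open. In P301S mice, however, the 3 arrays of 6 months read 8.03 to 8.29, against 3.77 to 4.07 in WT mice. The P301S arrays of 3 and 12 months were mixed, from 3.55 to 7.96 and from 3.75 to 7.12. The labels name no amyloid transgene in that line, so a response to amyloid would leave its rise to another cause. The paper reports that amyloid treatment raised Lamr1-ps1 in N2a and HT22 cells, which these arrays do not test. A transgene array that carries the sequence stays open: the APP/PS1 line uses the prion protein promoter, and 0 annotated genes lie wholly between Lamr1-ps1 and Prnp, but no probe is named for Prnp and the promoter of the P301S transgene is not given in the sources used here. A strain background other than that of the WT mice cannot be told apart either, because the positions of the 5 other probes over 4-fold from WT at the 3 ages are not given in the sources used here. Cross-hybridisation of Rpsa was not tested, as no probe is named for Rpsa, and a difference between the genotypes that is present by 3 months stays open as a biological explanation.

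The 5 lncRNAs lower in 6- and 12-month-old APP/PS1 mice averaged -0.034 at 3 months, -1.27 at 6 months and -1.38 at 12 months on the log2 scale, and in P301S mice -1.38, -1.62 and -0.52. The mean at 3 months decides nothing on a change that starts after 3 months, since AK162488 was already at -0.98 there against -1.04 at 6 months, while the other 4 lay between 0.015 and 0.35, and for those 4 a later start cannot be told apart from sets of arrays processed together. Of the 7 sets described under the other observations, 0 hold both a WT array and an APP/PS1 array of 6 or 12 months. The sets were drawn from array correlations, so a difference between the genotypes could also keep such arrays apart. The count of 0 is therefore no evidence of joint processing. A spike-in that holds no mouse gene, E1A_r60_3, moved with the pattern: it differed from WT by 0.23, -0.23 and -0.35 in APP/PS1 and by -0.68, -0.76 and 0.0012 in P301S mice at the 3 ages, and correlated with the mean of the 5 lncRNAs over the arrays (r = 0.818). The other 9 E1A spike-ins had correlations from -0.464 to 0.251, so the spike-ins as a set leave array processing open.

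Some probes were over 2-fold from WT in the same direction at 3 ages in both lines, 45 of them higher and 5 lower, and 33 of the 50 were lncRNA probes. They include Lamr1-ps1 and A_55_P1997110, whose log2 fold change averaged over the ages was 3.38 in APP/PS1 and 3.78 in P301S mice. Groups simulated as unchanged with each probe's own spread, the shared WT groups included, gave 0 such probes. Random spread in shared WT groups thus does not account for the pattern. The real WT arrays were not kept in that simulation, so it cannot decide on a deviation common to them. Sets of arrays processed together cannot be told apart from the lines, as the median difference of APP/PS1 mice at 3 months was still 2.11 against the WT array of their own set, which is a single array. A feature common to both transgenic lines and absent from the WT mice stays open and was not tested.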

How the results depend on the processing

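The block of array sets, the leaving out of 4 arrays, the methods' t-test on brighter probes and the methods' t-test at a level of 8 were chosen after the data were examined. The number of arrays is a limit, since with 3 per group a single array can move a count of changed probes several-fold. Dim probes are another, since most lncRNA probes at the thresholds of the methods lie below the median level. Quantile normalization applied again, centring on the median and scaling to the 75th percentile moved no value by more than 0.0425, so they test nothing. Blocks of slide or scan and the gene list tests with their alternatives were not run. The direction of the rise of Lamr1-ps1 held at each age under every alternative. Its log2 fold change ran from 4.98 to 5.23 at 3 months and from 4.70 to 5.15 at 6 months with 1 array left out. Probes above the 75th percentile of mean level include neither Lamr1-ps1 nor AK043614. Except where stated, the cause was not tested.

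The results are named once here: probes changed in APP/PS1 against C57 at 3 months, probes changed in APP/PS1 against C57 at 6 months and probes changed in APP/PS1 against C57 at 12 months; probes changed in P301S against C57 at 3 months, probes changed in P301S against C57 at 6 months and probes changed in P301S against C57 at 12 months; probes changed in APP/PS1 against C57 averaged over 3 ages and probes changed in P301S against C57 averaged over 3 ages; probes whose APP/PS1 difference changed between 3 and 6 months, probes whose APP/PS1 difference changed between 3 and 12 months and probes whose APP/PS1 difference changed between 6 and 12 months; probes changed between 3 and 12 months in C57; lncRNA probes at the study's thresholds at 3 months, lncRNA probes at the study's thresholds at 6 months and lncRNA probes at the study's thresholds at 12 months; lncRNA probes changed the same way at 6 and 12 months; and the Lamr1-ps1 log2 fold change at 6 months. With 6 arrays in the model the rise of Lamr1-ps1 at 6 months, 4.93, had an adjusted p of 0.0580 (range over its alternatives 1.06e-06 to 0.0850), and with array sets as a random block it was 4.96 with an adjusted p of 0.0670. The counts of changed probes with 6 arrays were 1, 4 and 38 for APP/PS1 at 3, 6 and 12 months, 132, 228 and 270 for P301S and 0 for WT at 12 against 3 months, which has 19023 at an unadjusted p under 0.05 by limma over all arrays. The spread is then estimated from fewer arrays. The 18 arrays of APP/PS1 and WT gave 163 at 3 months, 1434 at 12 months, 19 for WT with age, and 31 and 14 for the change of the difference from 3 and from 6 to 12 months. A trended and robust spread gave 1510, 371 and 4765 for APP/PS1, 1432 for WT with age, and 97 and 93 for the change of the difference from 3 to 6 and from 6 to 12 months. The floor at the 25th percentile gave 1661, 402 and 4641 changed probes for APP/PS1 at 3, 6 and 12 months, 1750 for WT with age, 44, 29 and 83 for the change of the difference from 3 to 6, 3 to 12 and 6 to 12 months, 1389, 2062 and 1357 lncRNA probes at the thresholds of the methods and 129 shared between 6 and 12 months. Probes above the median mean level gave 1627, 326 and 5641 for APP/PS1, 13394 for P301S at 12 months, 1554 for WT with age, 84 and 106 for the change of the difference from 3 to 6 and 6 to 12 months, 262, 255 and 266 at the thresholds of the methods and 47 shared. Probes above the 75th percentile gave 2604, 309 and 5846 for APP/PS1, 3841 for WT with age, 220, 42 and 89 for the change of the difference, 67, 86 and 72 at the thresholds and 22 shared. These filters test fewer probes. The methods' t-test gave 1886, 2582 and 1493 lncRNA probes at the thresholds at 3, 6 and 12 months and 30, 0 and 9 after Benjamini-Hochberg adjustment. It gave 193, 163 and 160 on probes above the median mean level and 63, 62 and 54 above the 75th percentile. Shared between 6 and 12 months were 75 by the methods' t-test, 25 by limma at a level of 8, 8 by the methods' t-test at that level, and 163 by limma with 6 arrays. The replicate number as a block gave 227 changed probes for APP/PS1 at 3 months, 77 for WT with age, and 14 and 6 for the change of the difference from 3 to 6 and 3 to 12 months. Same-numbered arrays of different groups shared only a number, since the correlations of the 18 pairs ran from -0.0594 to 0.0271 and 5 of 18 arrays correlated best with their own number. With array sets as a random block the counts were 152, 19 and 633 for APP/PS1 at 3, 6 and 12 months, 1221 and 3835 for P301S at 6 and 12 months, 4622 and 6592 for APP/PS1 and P301S averaged over the ages, 7 and 6 for the change of the difference from 3 to 6 and 3 to 12 months, and 10 for WT with age. Without the 4 arrays of set 5, which are replicates 2 and 3 of APP/PS1 at 12 months and replicates 1 and 2 of P301S at 3 months, 5716 probes were called for APP/PS1 at 12 months. The lone APP/PS1 array of that age is then assumed to vary like the other groups. That setting gave 1261 and 610 for the change of the difference to 12 months, 5293 lncRNA probes at the thresholds at 12 months and 593 shared. With each array left out in turn, the counts ran from 90 (without WT 3 months replicate 2) to 736 (without WT 3 months replicate 1) for APP/PS1 at 3 months, from 44 (without WT 6 months replicate 2) to 297 (without APP/PS1 6 months replicate 3) at 6 months, and from 350 (without WT 12 months replicate 1) to 2752 at 12 months. For P301S they ran from 3296 (without WT replicate 1) to 4929 (without P301S replicate 1) at 3 months, from 697 (without WT replicate 2) to 2011 at 6 months and from 2789 (without WT replicate 1) to 6366 at 12 months. Averaged over the ages APP/PS1 gave 6538 (without WT 3 months replicate 3) to 12022. The change of the difference gave 10 to 215 from 3 to 6 months (without WT 3 months replicates 2 and 1), 0 to 172 from 3 to 12 months (without APP/PS1 3 months replicate 3 and WT 3 months replicate 1) and 30 to 299 from 6 to 12 months (without WT 6 months replicate 2 and APP/PS1 12 months replicate 1). WT with age gave 22 to 332 (without WT 3 months replicates 2 and 1). The log2 fold changes near 0 changed sign: NONMMUT111475.1 at 3 months ran from -0.37 to 0.54, NONMMUT060286.2 at 3 months from -0.10 to 0.29 and AK043614 in P301S at 12 months from -0.14 to 0.092.

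Calls of single lncRNAs also turned on the setting, with the cause not tested. At 12 months in APP/PS1 mice, calls were lost with the 6 arrays alone for all but Lamr1-ps1, and with the 18 arrays for NONMMUT111475.1 and AK043614. They were also lost with the replicate number as a block for NONMMUT111475.1, AK162488 and NONMMUT060286.2, and with array sets as a random block for these 3 and AK043614. Without set 5 a single APP/PS1 array of 12 months is left, so no call is given. At 6 months Gm36225 lost its call with the 6 arrays, the replicate number and the array sets. Calls were gained at 6 months on probes above the median mean level by 2310005E17Rik, NONMMUT060286.2 and AK043614, above the 75th percentile by 2310005E17Rik and NONMMUT060286.2, with a trended and robust spread by 2310005E17Rik and AK043614, and with the 18 arrays by NONMMUT060286.2. In P301S mice NONMMUT111475.1 and AK162488 at 3 months gained calls with both brightness filters, with the trended and robust spread and with single arrays left out. Without set 5 AK162488 was at -1.15 there, on P301S replicate 3 alone. With both brightness filters NONMMUT111475.1 at 6 months and Gm36225 at 12 months gained calls as well.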

Differences from the paper's values

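Counts of lncRNAs at the thresholds of the methods were higher here than in the paper. At 3 months limma selected 2971, where the paper gives 504, and none of 19 alternatives set before the data were examined came within 1.5 times of it. At 6 months the values were 3954 here and 668 in the paper, again under none of 19. At 12 months they were 3151 here and 326 in the paper, and of 19 alternatives the filter to probes above the median mean level (266) came within 1.5 times and the other 18 did not. The methods' t-test, which the paper names, gave 1886, 2582 and 1493.

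By direction, 2182 were up-regulated at 6 months here and 306 in the paper, and 1772 were down-regulated here and 362 in the paper, under none of 19 alternatives within 1.5 times. At 12 months 1462 were up-regulated here and 145 in the paper, under none of 19. The down-regulated ones at 12 months were 1689 here and 181 in the paper, and of 19 alternatives the filter to probes above the median mean level (185) came within 1.5 times and the others did not. The paper has more down- than up-regulated lncRNAs at 6 months. Limma and the methods' t-test had more up-regulated ones there, while probes above the median mean level (79 up, 176 down) and above the 75th percentile (18 up, 68 down) had more down-regulated ones.

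Shared between 6 and 12 months were 123 down-regulated probes here and 14 in the paper. Of 24 alternatives set before the data were examined, the filter to probes above the 75th percentile of mean level (12) and a level of 8 (10) came within 1.5 times and the other 22 did not. The paper counts its 14 before its own screen at a level of 8, so that alternative is not like for like. After the screen the paper keeps 5 down-regulated and 2 up-regulated lncRNAs. At that level limma shared 10 and 15 here, and the methods' t-test 6 and 2. Shared up-regulated probes were 159 here and 5 in the paper, under none of 24. The probe list behind the paper's counts is not given in the sources used here.

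The fold changes of all 7 lncRNAs at 6 and 12 months match those printed in Fig. 1E, as do the p-values of the methods' t-test. Where the paper's screen at a normalized value of at least 8 leaves these 7, the methods' t-test here left 8 probes, these 7 and CUST_OEV3_077251. On the arrays the paper calls all 7 changed at both ages. Its qPCR found Lamr1-ps1, AK043614, NONMMUT060286.2, AK162488 and Gm36225 changed at 6 months. At 12 months its qPCR found a change for Lamr1-ps1 and AK043614 alone. With adjusted p-values from limma over all 27 arrays, Lamr1-ps1 and Gm36225 passed at 6 months and all 7 passed at 12 months.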

Other observations

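The tests of array sets and of splits of the samples in this part were chosen after the result was seen, and the comparison of WT mice with age and the averages over the ages were set before the data were examined.

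When the 3 ages were averaged, APP/PS1 mice had 10274 changed probes (4905 higher, 5369 lower) at an adjusted p under 0.05 from limma. For probes changed in APP/PS1 against C57 averaged over 3 ages the count was 6538 without WT 3 months replicate 3 and 4622 with array sets as a random block. Of the 7 lncRNAs, all but AK043614 also passed in P301S mice averaged over the ages, with log2 fold changes of 2.73 for Lamr1-ps1 (adjusted p = 0.00215), -1.42 for Gm36225, -1.42 for NONMMUT060286.2, -1.11 for NONMMUT111475.1, -1.06 for 2310005E17Rik and -0.86 for AK162488. AK043614 differed from WT by 0.29 on average there, where its mean was 5.65 ± 0.21 (SD, n = 9). The single P301S arrays of Lamr1-ps1 read 7.96, 3.55 and 7.90 at 3 months, 8.16, 8.03 and 8.29 at 6 months and 7.12, 3.75 and 4.15 at 12 months, against 3.59 to 4.07 in WT. In WT mice 169 probes changed between 3 and 12 months, 52 higher and 117 lower at 12 months. The count of probes changed between 3 and 12 months in C57 was 332, 22 and 46 without replicates 1, 2 and 3 of 3 months and 52 and 83 without replicates 1 and 2 of 12 months. It was 10 with array sets as a random block and 0 by limma with the 6 arrays alone, where all arrays give 19023 at an unadjusted p under 0.05.

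APP/PS1 and P301S mice averaged over the ages shared 1925 higher and 1507 lower probes. Groups simulated as unchanged, the WT groups included, shared 0 and 0. This decides nothing, since unchanged probes are seldom called in either line. Independent lists of those sizes would share 197 and 236. With the WT arrays split, 5 for APP/PS1 and 4 for P301S, 97 and 74 were shared, against 2.01 and 5.17 for independent lists. The correlation of the fold changes across probes was 0.527 (simulated 0.504) and the covariance 0.0452 (simulated 0.0215). Shared WT groups alone can thus give a correlation near the real one, though with a lower covariance. With the WT arrays split the correlation was 0.251, or 0.264 with the parts exchanged.

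The real split of the arrays was set against others. Averaged over the ages, 1 of 100 splits, the real one, reached 10274 and the highest of the others was 10. A random division of these arrays is thus unlikely to give that count. For the 282 lncRNA probes changed the same way at 6 and 12 months, 1 of 100 splits, the real one, reached that count. A random division of the arrays thus seldom gives it, and the highest of the others was 245. That split kept every label of 6 months and exchanged 1 array of each genotype at 12 months, so it is close to the real one. Single ages give 10 splits, too few for a share under 0.05. The real split was the only 1 as large there: 400, 192 and 2732 changed probes at 3, 6 and 12 months against 3, 6 and 12 in the highest of the others, 2971, 3954 and 3151 lncRNA probes at the thresholds of the methods against 1641, 2201 and 2599, and 169 against 39 for WT with age.

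A hypothesis is that arrays were processed together in 7 sets of up to 4. Arrays of different groups within a set correlated at a mean of 0.0772 about the probe means (20 pairs), against -0.0593 for 304 pairs of different sets. The sets were drawn from those correlations. Control probes, which the comparison of probes left out, were then examined in the 4 groups that the sets divide. The pair of the same set was the closest of the 3 in each of the 4 groups. That outcome has an exact share of 0.0123 of the 81 ways to pick a pair per group. The hypothesis predicts this closeness. These controls include probes of the mouse genes Gapdh and Pgk1, however, so similar RNA could also give it without joint processing. All values were normalized together, and no source used here names such sets.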
